# Expression Landscape and Circadian Regulation of lncRNAs in the Kidney

**DOI:** 10.1111/apha.70273

**Published:** 2026-07-03

**Authors:** Leonore Wigger, Fanny Durussel, Muriel Auberson, Dmitri Firsov, Yohan Bignon

**Keywords:** cell‐type specificity, circadian clock, circadian rhythm, dryR, Gini coefficient, long noncoding RNA, renal tubule, single‐nucleus sequencing

## Abstract

Recent multi‐omics work shows that the diurnal rhythmicity of kidney function is associated with circadian oscillations in renal mRNA, protein and metabolite abundances. Yet circadian regulation of renal lncRNAs, which are emerging as important modulators of diverse (patho)physiological processes, remains largely unexplored. Here, we provide a comprehensive characterization of renal lncRNA expression across cell types and circadian time points using bulk RNA‐Seq and single‐nucleus RNA‐Seq (snRNA‐seq) using kidney samples from male mice. Although the majority of lncRNAs are lowly expressed and only a fraction are annotated, their profiles sufficed to distinguish nearly all renal cell types. Compared with mRNAs, lncRNAs were more cell‐type specific and an inverse correlation between cell‐type specificity and expression level was evident. To assess the role of the circadian clock, we used mice lacking the core‐clock regulator BMAL1 in renal tubules. Approximately one‐sixth of lncRNAs and one‐third of mRNAs were rhythmic. In contrast with mRNAs, lncRNAs exhibited an asymmetric temporal distribution between night and day, with peak expression occurring preferentially during the inactive phase of the mice. *Bmal1* deletion partially disrupted rhythmicity in both biotypes and altered overall expression levels; lncRNAs were predominantly upregulated. These findings uncover the diversity of renal lncRNAs, their cellular distribution and their circadian regulation in male mice.

## 1 Introduction

Long noncoding RNAs (lncRNAs) are defined as noncoding RNAs longer than 200 nucleotides. This broad definition, based solely on an arbitrary length cutoff, is currently under debate because it groups together noncoding RNAs of diverse origins, properties, and functions. Hence, lncRNAs can modulate many key aspects of cellular biology, such as chromatin architecture and DNA transcription, splicing, localization, availability or stability of RNAs and translation, scaffolding, or localization of proteins, through direct or indirect interactions with DNA (promoters, enhancers, etc.), RNAs (mRNAs, circRNAs, miRNAs, etc.), and proteins [1, 2, 3]. In general, lncRNAs are classified into four groups based on their expression patterns and mechanisms of action: “Decoy lncRNAs” regulate transcription factor binding to DNA, RNA–RNA interactions, RNA stability or degradation, and protein translation exclusively through the binding and titration of target RNAs or proteins; for example, some lncRNAs act as miRNA sponges by binding and sequestering miRNAs from their target mRNAs. “Guide lncRNAs” bind nucleic acids or proteins and direct them to specific targets (chromatin, partners, or regulatory complexes). “Scaffold lncRNAs” interact with multiple partners to form protein or ribonucleoprotein complexes involved in regulating various functions, including transcription or chromatin structure. Finally, “signal lncRNAs”, whose spatio‐temporal expression is controlled by external stimuli, contribute to intracellular signaling [1, 4, 5, 6].

It is now widely accepted that lncRNAs are, on average, expressed at severalfold lower levels than mRNAs. Moreover, lncRNAs tend to display more restricted expression patterns than mRNAs; that is, a larger proportion appears to be highly specific to particular cell types, tissues, organs, or taxonomic groups [7, 8, 9, 10, 11]. The expression of many lncRNAs has been shown to be strongly modulated during development, with signal lncRNAs contributing to organ formation through their tissue‐specific or cell‐specific expression at given developmental stages [12], and they can also be affected by aging [13], similar to what is observed for many mRNAs. Moreover, lncRNAs can be regulated by changes in cell state, for example, during cell differentiation or under endoplasmic reticulum stress [4, 14, 15]. However, only a handful of studies have addressed the rhythmicity of lncRNAs across the circadian cycle and its relationship to the circadian clock. Recently, Miao et al. [16] used machine learning models to predict rhythmic transcriptional patterns, and their results suggested that regulatory mechanisms governing rhythmic transcription may differ between mRNAs and lncRNAs, a possibility that calls for experimental validation.

Research on the role of lncRNAs in renal (patho)physiology is still at a nascent stage. Studies have revealed that in the kidney, the expression of many lncRNAs is modulated during development [12] and in the course of renal disorders [17, 18, 19, 20, 21]. A few dozen renal lncRNAs have been shown to be mechanistically involved in renal pathogenesis or disease progression, mostly by interfering with pathways related to inflammation, oxidative stress, fibrosis, or apoptosis through the regulation of miRNAs or NF‐κB activity [22, 23, 24]. For instance, increased renal expression of the lncRNAs PVT1 or XIST induces extracellular matrix production or apoptosis, respectively, in kidney diseases of multiple etiologies [25]. However, the distribution of lncRNAs across renal cell types remains largely unknown.

Here, we chart the expression landscape of Ensembl‐annotated (www.ensembl.org) lncRNAs in the mouse kidney, quantifying their abundance, cell‐type specificity and distribution among cell types. In light of our previous finding that numerous renal mRNAs exhibit robust circadian rhythms [26], we also characterize the circadian expression patterns of lncRNAs and their dependence on the tubule‐intrinsic circadian clock. In mammals, circadian rhythms are regulated by a clock mechanism, present in nearly all tissues, composed of a system of transcriptional‐translational feedback loops involving core‐clock genes such as *Clock*, *Bmal1*, *Per*1–3, *Cry*1–2, and *Npas2*. The transcription factor CLOCK (or its paralog NPAS2, which is preferentially expressed in the forebrain and certain peripheral tissues) dimerizes with BMAL1 to drive the transcription of *Per* and *Cry* genes via E‐box elements. PER and CRY proteins form complexes that inhibit CLOCK:BMAL1 (or NPAS2:BMAL1) activity, forming a negative feedback loop [27]. Auxiliary loops involving transcription factors encoded by *Rev‐erb* (*Nr1d1*, *Nr1d2*) and *Ror* (*Rora*, *Rorb*, *Rorc*) genes enhance stability and precision of core‐clock gene oscillations through D‐box and RORE response elements [28]. The core clock mechanism drives rhythmic expression of numerous circadian “output” genes, including the PAR bZip transcription factors DBP, HLF and TEF [29].

We observed that renal lncRNAs are, on average, more cell‐type specific and less abundant than mRNAs, but that these two traits are associated in both RNA classes. The lower the abundance of an RNA of either type, the more likely it is to exhibit high cell‐type specificity. We further found that renal lncRNA expression profiles in individual nuclei are sufficiently distinctive to discriminate among most renal cell types. Moreover, our study showed that many renal lncRNAs oscillate with a 24‐h period. In a transgenic mouse model in which the circadian clock mechanism is selectively disrupted in renal tubules, some lncRNAs lose their circadian rhythms, others acquire rhythmicity absent in control mice, and yet others retain their rhythms, with or without phase shifts or amplitude changes.

## 2 Results

### 2.1 Diversity and Cell‐Type Specificity of Renal lncRNAs

We analyzed three related murine kidney RNA‐seq datasets derived from male animals: one single‐nucleus dataset and two bulk datasets (see Section 4). We refer to them as single‐nucleus data (SN), deeply sequenced bulk data (DS), and circadian bulk data (Circ). Each dataset comprises kidney samples collected from two genotypes: mice whose circadian clock had been specifically disrupted in renal tubules (cKOt) through genetic invalidation of the gene *Bmal1*, a key regulatory gene of the circadian core‐clock mechanism [26, 30], and their littermates, which served as controls (Ctrl). The mice were maintained under a 12‐h light/12‐h dark cycle with ad libitum feeding for a month prior to tissue collection at different Zeitgeber Times (ZT). ZT is a standardized 24‐h time notation referring to the diurnal light–dark schedule, with ZT 0–12 corresponding to the light phase when mice are normally inactive, and ZT 12–24 to the dark phase when mice are active.

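Kidneys of 8 male mice were analyzed, 2 in each of 4 groups formed by genotype and time point. Ctrl mice carried Bmal1 (Arntl) alleles flanked by lox sites. cKOt mice, their littermates, carried in addition the Pax8-rtTA and LC-1 transgenes, with which doxycycline induces Cre recombinase in renal tubules and inactivates the gene there. Nuclei were isolated, sorted by their DAPI signal and encapsulated in droplets with 10x Genomics chemistry, in which each captured transcript carries a unique molecular identifier (UMI). The authors aligned and counted the reads with Cell Ranger and deposited, for each library, the number of UMIs per gene and barcode, without normalization and limited to barcodes called as nuclei. The methods name an mm10 reference and the results text names a GRCm39 annotation, so genes are given by the Ensembl identifiers of the files and without coordinates. Whether reads on introns were counted is not given in the sources used here. Biotypes, and which genes overlap, were taken from the GENCODE annotation of GRCm39 by gene identifier. Barcodes with fewer than 500 genes, fewer than 800 UMIs or more than 2% mitochondrial UMIs were removed, as in the methods. The Ctrl ZT4 libraries then held 36548873 and 49462334 UMIs in 9896 and 9973 nuclei, and the Ctrl ZT16 libraries 54500820 and 43810013 UMIs in 10651 and 10739 nuclei. The cKOt ZT4 libraries held 43074019 and 51043158 UMIs in 10374 and 10025 nuclei, and the cKOt ZT16 libraries 52033955 and 47408900 UMIs in 8758 and 10975 nuclei. The median number of UMIs per nucleus lay between 3003.5 and 4830, and the median number of genes between 1597.5 and 2246. The methods give the sequencing depth in reads per cell, whereas all values here use UMIs.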

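UMIs were summed over the nuclei of each library (pseudo-bulk), and over the nuclei of each cell type in each library, since nuclei are not replicates. Groups were compared by edgeR's quasi-likelihood test in 1 model of all 8 libraries, with lncRNAs and mRNAs normalized (TMM) and fitted separately. All groups thus share 1 estimate of the spread between replicate mice. Genes with at least 5 counts in both replicates of at least 1 of the 2 groups compared were tested, and p-values were adjusted by the Benjamini-Hochberg method within each contrast and biotype. Genes with an adjusted p under 0.05 are called differentially expressed. The filter on low counts, the tool, the scope of the normalization and the spread estimated from pairs of mice could each change which genes are called. Levels are given as CPM, that is, counts scaled to a fixed total of lncRNA or mRNA UMIs, where the total of a library is multiplied by its TMM factor, as mean ± SD of the 2 mice of a group. The replicates of each group differed by far more than the sampling noise (chi-square per degree of freedom between 35.4 and 63.3), so none is the other deposited again. That each library is 1 mouse is taken from the methods. Arntl (ENSMUSG00000055116), the targeted gene, had 38.3 and 33.1 CPM in the Ctrl ZT4 libraries and 154 and 159 CPM in the Ctrl ZT16 libraries. In the cKOt libraries it had 296 and 201 CPM at ZT4 and 296 and 266 CPM at ZT16. The counts are per gene and cannot be limited to the deleted part, and UMIs outside that part check nothing, so these levels test neither the deletion nor the genotype labels.

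**Figure D1:**
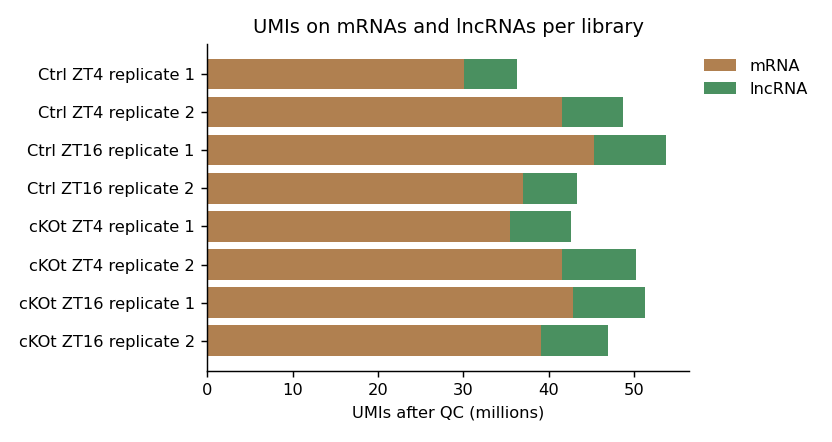
UMIs counted on mRNAs (brown) and lncRNAs (green) after QC, with 1 bar for each of the 8 libraries. mRNAs took most UMIs in every library, and lncRNAs between 14.5% and 17.0% of all UMIs.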

To assess lncRNA expression levels and lncRNA diversity across renal cell types, we first analyzed the SN dataset, which comprised eight kidney samples harvested from two replicate mice per genotype at two time points, ZT4 and ZT16. When using a predefined annotation, lncRNA diversity, that is, the number of distinct lncRNAs detected in a dataset, depends on multiple factors: how many features are annotated, how many are actually present in the examined samples, and how sensitive the assay is to picking up the lowly expressed ones. The Ensembl annotation used for the SN dataset, obtained from 10× Genomics (https://www.10xgenomics.com/) and based on genome assembly GRCm39.110, included 9888 lncRNAs (annotated as “lncRNA”) and 21 700 mRNAs (annotated as “protein_coding”). Of these, 7553 lncRNAs and 18 705 mRNAs had at least one read mapped to them and were thus included in the processed SN dataset. 

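The files list the same Ensembl identifiers for all libraries. Of these, 31674 were found in the GENCODE annotation by identifier and 25 by symbol, and 586 were not matched. By that annotation, 9573 identifiers were lncRNAs and 21275 were protein coding, 13 were mitochondrial, and the other 1424 had another biotype or none. The unmatched identifiers held 1.19% of all UMIs and were left out of both biotypes.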

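At least 1 UMI in any of the 8 libraries was found for 8073 lncRNAs and 19354 mRNAs. When a gene had to be seen in at least 3 nuclei, 7315 lncRNAs and 18499 mRNAs were left. The lncRNAs held 60387203 UMIs, or 16.0% of the total, and the mRNAs held 312871701 UMIs, or 82.8%.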

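Of the barcodes in the Ctrl libraries, 41259 of 41941 passed the QC filters. Among the genes seen in at least 3 nuclei over all 8 libraries, 7268 lncRNAs and 18454 mRNAs had a UMI in at least 1 Ctrl library.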

To characterize overall lncRNA expression in renal nuclei and contrast it with mRNA expression, initial analyses were performed using only the four Ctrl samples, in which 7037 lncRNAs and 17 302 mRNAs annotated in Ensembl had read counts.

Using unsupervised clustering analysis and UMAP projection on mRNA features exclusively, we were able to assign 97.7% of the 81 346 QC‐filtered nuclei to 21 cell types (or cell categories) identified manually by canonical marker genes (Figure 1A, Figure S1A; Table S1; see Data S2). 

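The QC filters left 81391 of 82784 barcodes (98.3%). A mitochondrial limit of 5% left 81402, and a minimum of 200 genes with no minimum of UMIs left 82760. The nuclei were clustered with Seurat on mRNAs alone, from 2000 variable genes and 1000 principal components, which held 80.3% of the variance of these genes, at a resolution of 2.2. Sub-clusters included, this gave 57 clusters. No cell-type labels of the authors were used. Clusters were named by lists of marker genes taken mainly from Table S13, and a name such as PCT therefore stands for PCT-like nuclei. A cluster took the name with the highest mean z score of its markers if this was at least 0.9 and at least 3 of the markers were 2-fold above the other nuclei. This scoring rule was set after the clusters had been seen. In all, 46 clusters with 78078 nuclei (95.9%) took the 21 names, and 3313 nuclei stayed unnamed, between 3.55% and 4.80% of each library. PCT, with Slc5a12 and Slc7a8 among its leading genes, was the largest class with 22316 nuclei (27.4%), followed by Vasc with 12643 (15.5%), TAL with 10161 (12.5%) and Mes/Per with 8891 (10.9%). BC was the smallest with 88 nuclei (0.108%), and MD held 176 (0.216%). Clusters with markers of both PCT and PST were counted as PCT and made up 41.8% of PCT nuclei in Ctrl at ZT4, 44.6% in Ctrl at ZT16, 42.5% in cKOt at ZT4 and 37.8% in cKOt at ZT16. The CCD and thinAL classes each held a cluster with more markers of another class than of its own among its leading genes. Their expression was compared between groups only as clusters 22 and 28, and 20. BC had too few nuclei per library to be compared. Scrublet called 4457 nuclei (5.48%) as doublets. These were kept, apart from 2 clusters made up to 91.0% and 93.4% of doublets, which stayed unnamed.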

The cell‐type proportions obtained were in line with previously published renal single‐cell data [31, 32]. The resulting cell‐type annotations from this initial analysis, based on mRNAs from all eight SN samples, were retained for all subsequent analyses performed on subsets of samples. The top of Figure 1B displays a UMAP projection of nuclei from the four Ctrl samples derived from their mRNA expression profiles, and below it, a corresponding projection based exclusively on lncRNA expression. As expected, the UMAP from mRNA shows well‐separated 2D structures that correspond closely to the identified cell types. Intriguingly, the UMAP from lncRNAs also groups cells according to their assigned cell type, even though lncRNAs were excluded from the dataset for the purpose of cell type labeling. 

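Nuclei of the 4 Ctrl libraries were placed by lncRNAs alone in 640 principal components, which held 79.7% of the variance of the variable lncRNAs. For each nucleus the 20 nearest Ctrl nuclei were found, the share of them with the same mRNA-based class was taken, and shares were averaged within each library. The share was 56.8% ± 4.48 (SD, n = 4 libraries), against 13.1% ± 0.543 (SD, n = 4) after permuting the class labels. The 4 libraries had shares between 51.1% and 61.5%, each above all permuted ones. Vasc nuclei had 88.1% ± 1.54 neighbours of their class, and Podo (79.8% ± 5.51), PCT (79.8% ± 5.14), Myel (70.0% ± 7.74) and TC/NK (68.7% ± 4.94) nuclei also had most neighbours of their own class. TAL nuclei had 31.4% ± 4.84, PST nuclei 25.4% ± 7.62 and MD nuclei 3.73% ± 0.733. Among the neighbours of PST nuclei 51.8% were PCT, and among those of MD nuclei 46.1% were Vasc. The choice that moved the share most was the features: with mRNAs in place of lncRNAs it was 97.4% ± 0.427. With mRNAs thinned to the lncRNA total of each nucleus (median 511 UMIs) it was 76.4% ± 5.08, and with lncRNAs in 50 principal components it was 87.5% ± 3.02. The classes were made from mRNAs of the same nuclei, which favours mRNAs, thinned or not. The shares therefore cannot tell whether mRNAs separate the classes better than lncRNAs. Of the lncRNA UMIs of each library, between 76.3% and 80.9% came from Malat1, chosen after its values were seen, so an equal total leaves few UMIs on all other lncRNAs.

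**Figure D2:**
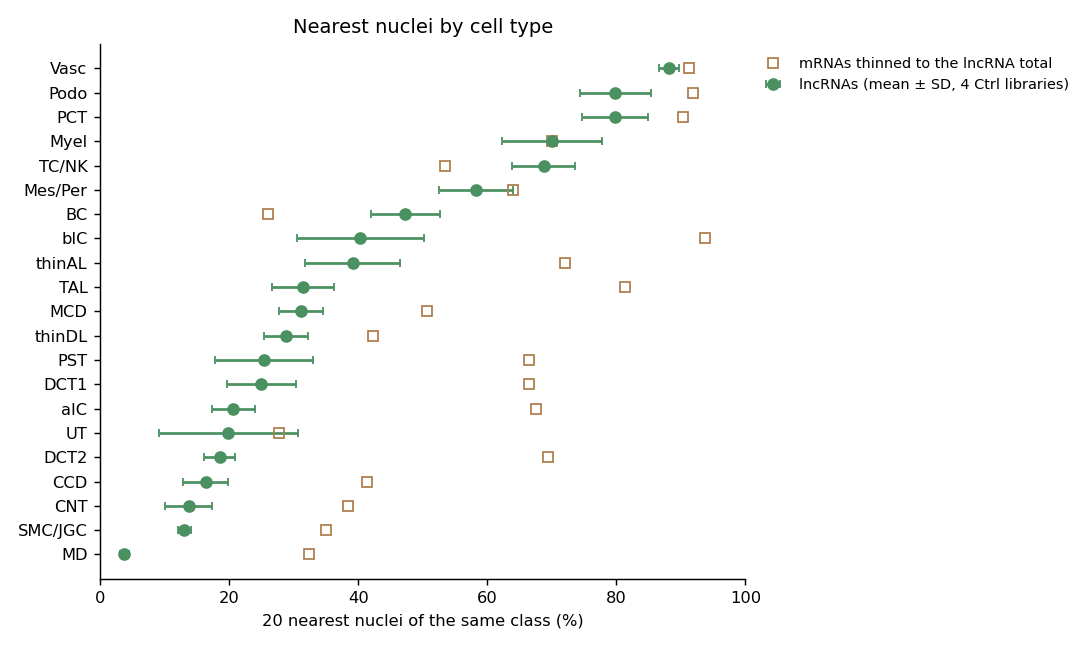
Percent of the 20 nearest nuclei that carry the same mRNA-based class, by class. Green points and bars give the mean and SD of the 4 Ctrl libraries with lncRNAs, and brown squares the mean with mRNAs thinned to the lncRNA total. With lncRNAs the classes run from 3.73% (MD) to 88.1% (Vasc). The classes were made from mRNAs of the same nuclei, which favours the squares.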

Three major 2D structures are distinguishable: the first one contains epithelial cells of straight and convoluted segments of the proximal tubule; the second one corresponds to immune cells; and the last one brings together epithelial cells from the loop of Henle, the distal tubule segments and the collecting duct as well as glomerular cells and vascular cells. It is split into substructures that correspond well to assigned cell types. 

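Clustering the Ctrl nuclei on lncRNAs alone at a resolution of 2.2 gave 33 clusters. Of the named nuclei, 82.3% fell in a cluster in which their own mRNA-based class was the most frequent, and 13 of the 21 classes led at least 1 cluster. The adjusted Rand index between lncRNA clusters and classes was 0.353 and the normalized mutual information 0.637. At a resolution of 1.0, chosen after the data had been seen, 18 clusters were found, and the adjusted Rand index was 0.550.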

An independent clustering of nuclei from Ctrl mice based solely on lncRNA expression produced 40 clusters that also show strong visual correspondence with cell types (Figure S2B; compare with cell‐type coloring in the bottom part of Figure 1B). Only a few, closely related cell types were not distinguished from one another when relying exclusively on lncRNA data: DCT2 and CNT, CCD and MCD, as well as aIC and bIC fall in shared clusters; SMC/JGC are clustered with some Mes./Per.; MD neither forms a cluster nor displays as a cohesive point cloud in the UMAP and is visually merged with TAL cells. These results show that lncRNAs are sufficient to delineate most renal cells on a UMAP and to produce clusters that correspond to cell types identified using usual mRNA markers.

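In the clusters made from lncRNAs, cluster 3 took 87.4% of DCT1, 70.4% of DCT2 and 72.5% of CNT nuclei, so that DCT1 fell together with the other two here. Cluster 5 took 84.0% of MCD, 58.9% of CCD and 84.5% of UT nuclei. Cluster 13 was made up of 47.3% aIC and 46.4% bIC nuclei and held 80.2% of all aIC and 92.3% of all bIC nuclei. Of the SMC/JGC nuclei, 72.1% fell in cluster 4, of which 88.7% were Mes/Per. MD led no cluster, and 25.6% of its nuclei were in cluster 2, which TAL led. At a resolution of 1.0, chosen after the data had been seen, 48.9% of them were in the cluster of TAL. The 3 immune classes also shared a cluster, with 68.4% Myel, 21.6% TC/NK and 3.72% BC nuclei. PST nuclei (97.3%) and Podo nuclei (96.5%) were nearly all in 1 cluster each.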

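From the correspondence between the lncRNA-based and mRNA-based maps and clusters, the paper concludes that lncRNAs suffice to delineate most renal cells. Between classes, the shares of neighbours differed by far more than the SD between libraries. Classes with many neighbours of another class were the distal segments, with DCT2 at 18.5% ± 2.46, CNT at 13.7% ± 3.63, CCD at 16.3% ± 3.43 and aIC at 20.7% ± 3.27 (SD, n = 4 libraries), and SMC/JGC at 13.0% ± 0.964. SMC/JGC nuclei had 40.4% Vasc and 29.9% Mes/Per neighbours. Labels were made from mRNAs of the same nuclei, so UMIs of free RNA in a droplet enter both maps.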

**FIGURE 1:**
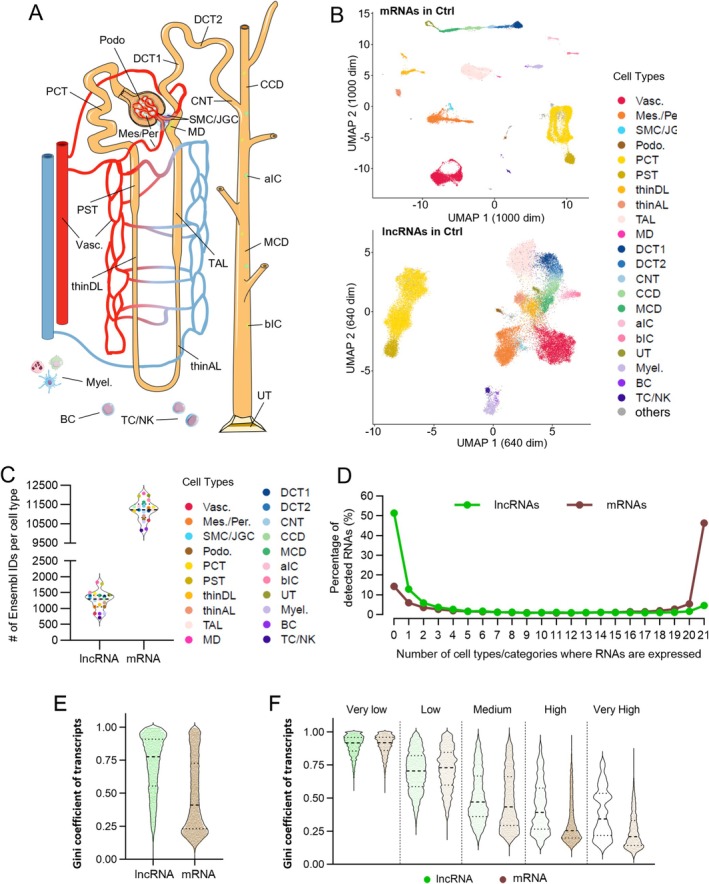
Diversity and specificity of lncRNAs in renal cells. (A) Schematic representation of a renal tubule and cell types/categories identified by single‐nucleus analysis. aIC, alpha‐intercalated cells; BC, B cells; bIC, beta‐intercalated cells; CCD, principal cells of the cortical collecting duct; CNT, connecting tubule; DCT1, distal convoluted tubule; DCT2, distal convoluted tubule; MCD, principal cells of the medullary collecting duct; MD, Macula densa; Mes/Per, mesangial cells and pericytes; Myel., myeloid cells (macrophages, neutrophils, basophils, dendritic cells); PCT, proximal convoluted tubule; Podo, podocytes; PST, proximal straight tubule; SMC/JGC, vascular smooth muscle cells and juxtaglomerular cells; TAL, thick ascending limb; TC/NK, T cells and natural killer cells; thinAL, thin ascending limb; thinDL, thin descending limb; UT, urothelium; Vasc., vascular cells. (B) UMAP generated from renal mRNAs (upper plot) or lncRNAs (lower plot) in Ctrl mice, ZT4 and ZT16 (*N* = 4). Nuclei are colored by their attributed cell type/category. (C) Gene diversity in lncRNAs and mRNAs. Violin plots contain a data point for each of 21 cell types/categories, representing the number of distinct features (Ensembl IDs) in each cell type. Detection threshold: At least 1 count in ≥ 1% of cells of a cell type. Violin plot width is scaled by number of counts. Jitter along *x*‐axis is random. Dotted lines: Median number of Ensembl IDs per cell type. (D) Prevalence of detected mRNAs (brown line) and lncRNAs (green line) among cell types/categories. *Y*‐axis: Percentages of RNAs (Ensembl IDs). *X*‐axis: Number of cell types in which RNAs were detected. Detection threshold: At least 1 count in ≥ 1% of cells of a cell type. RNAs that did not pass the threshold in any cell type were excluded before percentage calculation. (E) Cell‐type specificity, measured by Gini coefficient, of all lncRNAs and mRNAs in Ctrl. No low‐abundance filtering was applied. Dotted lines: Median and first/last quartiles. (F) Cell‐type specificity, measured by Gini coefficient, of all lncRNAs and mRNAs, stratified by averaged expression level (A‐value: Means of pseudo‐bulk counts, normalized, log2‐transformed and averaged across 4 Ctrl mice). Very low: A < 3; Low: 3 ≤ A < 6, Medium: 6 ≤ A < 9, High: 9 ≤ A < 12, Very High: 12 ≤ A < 15. Outlier features (7 lncRNAs, 87 mRNAs) with A ≥ 15 were excluded. No low‐abundance filtering was applied. Dotted lines: Median and first/last quartiles.

As lncRNAs are generally considered more cell‐type specific than mRNAs, we analyzed the number of lncRNAs and mRNAs detected in each identified renal cell type and vice versa. Considering only RNAs present in at least 1% of cells within each cell type, we found that each renal cell type expresses ~500–2000 lncRNAs corresponding to ~7%–28% of all detected lncRNAs, as well as 10 000–12 000 mRNAs corresponding to 58%–69% of all mRNAs (Figure 1C). 

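At 1 UMI or more in at least 1% of the Ctrl nuclei of a class, between 744 (TC/NK) and 1789 (MD) lncRNAs were detected per class, which is 10.2% to 24.6% of the lncRNAs detected in Ctrl. The mRNAs ranged from 9518 (BC) to 12312 (MD), or 51.6% to 66.7%. A UMI of free RNA counts like one of the nucleus's own, and the 1% limit amounts to 1 nucleus in MD (90 Ctrl nuclei) and BC (56 Ctrl nuclei). With a limit of 5% of nuclei, there were between 170 and 734 lncRNAs per class, and the lower end moved most. Each library alone gave 851 ± 245 lncRNAs in MD, 1684.75 ± 203 in PST, 1430.25 ± 168 in PCT and 317 ± 127 in BC (SD, n = 4 libraries).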

As depicted in Figure S2C, lncRNA diversity and mRNA diversity are largely proportional for most cell types, with Macula Densa (MD) and Proximal Straight Tubule (PST) cells showing the highest diversity levels and immune cells showing low diversity levels. Moreover, many lncRNAs do not pass the 1% cell‐proportion threshold in any cell type at all or are found in exactly one or in a few cell types (mean ± SEM: 3.8 ± 0.08, median: 0), while a large fraction of mRNAs are expressed in all or nearly all cell types (mean ± SEM: 13.6 ± 0.07, median: 20) (Figure 1D; see Supporting data values Data S1). 

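Over the 21 classes, the numbers of lncRNAs and mRNAs were correlated, with a Pearson r of 0.854 and a Spearman rho of 0.856. Classes are not independent samples, and no p-value is given. After MD, the classes with the most lncRNAs were PST (1714), bIC (1498) and PCT (1464). The lowest were TC/NK, BC (797), Vasc (846) and Myel (858). The number of lncRNAs also followed the median number of UMIs per nucleus of a class (rho 0.887). With 48 nuclei drawn from each class and 1000 UMIs from each nucleus, leaving out 619 Ctrl nuclei with fewer, the classes held between 493.25 (Podo) and 654.2 (UT) lncRNAs as the mean of 20 draws. The rho between lncRNAs and mRNAs was then 0.383, and MD ranked 8 of 21. Over all nuclei, with at least 3 positive nuclei required besides the 1% limit, MD held 698 lncRNAs and ranked 20, while PST ranked first. This limit is stricter than 1% in MD (90 Ctrl nuclei) but not in PST (1819), so it cannot rank MD against large classes.

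**Figure D3:**
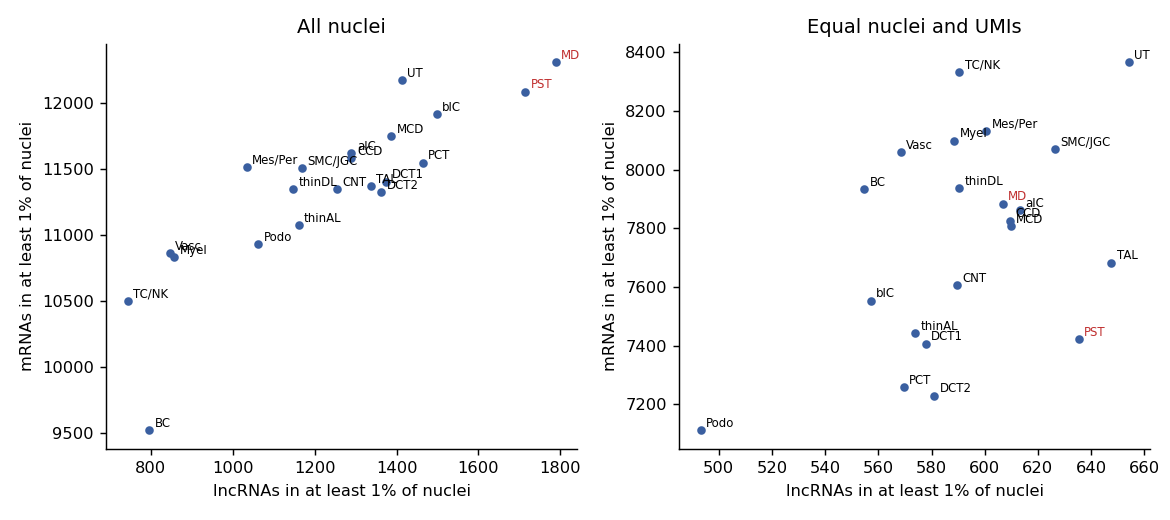
Number of lncRNAs (x axis) and mRNAs (y axis) detected in at least 1% of the Ctrl nuclei of each class, with 1 point per class and MD and PST named in red. The left plot uses all nuclei, and the right plot 48 nuclei per class and 1000 UMIs per nucleus (mean of 20 draws). Axes do not start at 0, and MD and PST stand at the upper right only in the left plot.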

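A lncRNA passed the 1% limit in 3.58 ± 0.0736 classes (mean ± SEM over lncRNAs, median 0), and an mRNA in 12.9 ± 0.0667 classes (median 19). Genes are not independent replicates, so the SEM describes the spread over genes only. No class reached the limit for 54.0% of lncRNAs and 18.0% of mRNAs, and exactly 1 class did for 12.3% and 5.97%. All 21 classes reached it for 4.01% of lncRNAs and 41.3% of mRNAs. With a limit of 5%, the means were 1.09 and 8.59 classes.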

Beyond these observations, there is currently no well‐established definition nor widely used measure for cell‐type specificity of an RNA feature in single‐cell data. The Gini coefficient, a measure originally developed in economics to quantify income inequality, has been adopted for this purpose in several single‐cell studies, with variations in its definition [33, 34, 35, 36]. In our analysis, a Gini coefficient of 1.0 indicates that all read counts for a gene are confined to a single cell type, while a value of 0.0 signifies that all cell types contain the same proportion of cells in which the gene is detected (≥ 1 read). In our kidney dataset, lncRNAs exhibit significantly higher average Gini coefficients compared to mRNAs (lncRNA mean = 0.719, mRNA mean = 0.481; Welch's *t*‐test: estimated difference = 0.238, *p* = 0.00), indicating greater overall cell‐type specificity (Figure 1E; Table S2). However, stratifying the data into five expression‐level groups reveals that all very lowly expressed features display high cell‐type specificity, without any exceptions and regardless of biotype (Figure 1F; Table S2). 

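The Gini coefficient of each gene was computed over the 21 classes from the share of nuclei with a UMI in the 4 Ctrl libraries together. The mean was 0.736 (SD 0.221 over 7261 lncRNAs) for lncRNAs and 0.495 (SD 0.279 over 18449 mRNAs) for mRNAs, a difference of 0.241. Computed in each library alone, the difference was 0.269 ± 0.00988 (SD, n = 4 libraries), between 0.258 and 0.279. It was positive in 4 of 4 libraries, the most extreme outcome that an exact sign-flip permutation test over 4 libraries has. Taking the excess over a random placement of the positive nuclei moved the difference most, to -0.0145. Between lncRNAs and mRNAs found in about as many nuclei, matched in 6849 pairs, it was -0.0053, and in single libraries 0.000547 ± 0.00527 (SD, n = 4). The median lncRNA was found in 47 Ctrl nuclei and the median mRNA in 1682. With genes in fewer than 20 nuclei left out, the difference was 0.197.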

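The genes were sorted into 5 strata by their mean level in Ctrl, with the limits of the paper. In the lowest, 2924 lncRNAs had a mean Gini coefficient of 0.918 and 2609 mRNAs one of 0.921. In the second stratum the means were 0.708 (2386 lncRNAs) and 0.726 (2540 mRNAs). The difference, lncRNAs minus mRNAs, was -0.000334 ± 0.0019 in stratum 1 and -0.00558 ± 0.00713 in stratum 2 (SD, n = 4 libraries), in both within the spread between libraries.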

In the three highest expression groups (strata 3, 4, 5), lncRNAs remain more specific than mRNAs, but the magnitude of these differences is modest and substantially smaller than the differences observed between expression strata. 

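In stratum 3, 1422 lncRNAs had a mean Gini coefficient of 0.521 and 4239 mRNAs one of 0.492. In stratum 4 the means were 0.442 (468 lncRNAs) and 0.328 (6674 mRNAs), and in stratum 5 they were 0.377 (56 lncRNAs) and 0.256 (2294 mRNAs). In single libraries the difference was 0.0367 ± 0.00617 in stratum 3, 0.116 ± 0.00439 in stratum 4 and 0.134 ± 0.0131 in stratum 5 (SD, n = 4 libraries), each larger than the spread between libraries.

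**Figure D4:**
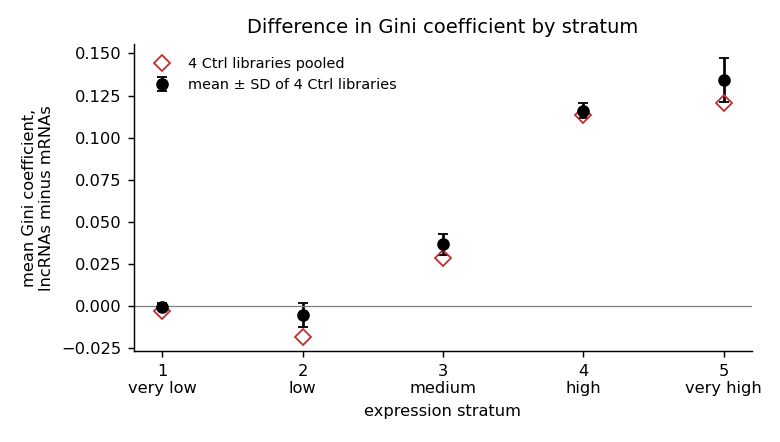
Mean Gini coefficient of lncRNAs minus that of mRNAs (y axis) in the 5 expression strata (x axis). Black points and bars give the mean and SD of the 4 Ctrl libraries, and red diamonds the 4 libraries pooled, with values from -0.0186 in stratum 2 to 0.121 in stratum 5.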

In the highest expression category (stratum 5), no lncRNA nor mRNA is perfectly confined to a single or few cell types, and the highest Gini coefficients are far below 1.0 (lncRNAs: 0.11–0.78; mRNAs: 0.10–0.72). In contrast, restriction to a single cell type is common for the lowest expression group (Gini coefficients in lncRNAs: 0.58–1.0, mRNAs: 0.55–1.0). 

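In stratum 5, the Gini coefficients lay between 0.119 and 0.797 for lncRNAs and between 0.0445 and 0.842 for mRNAs. No gene of this stratum reached 1. Above 15 on the log2 scale of counts, the files hold 5 lncRNAs and 93 mRNAs.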

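In stratum 1, the lowest Gini coefficients were 0.637 for lncRNAs and 0.651 for mRNAs. A value of 1, for a gene seen in 1 class only, was reached by 11.3% of the lncRNAs and 12.7% of the mRNAs of this stratum, and 0.95 or more by 42.5% and 45.2%. A gene found in very few nuclei has a high coefficient whatever its distribution. When positive nuclei were placed at random over the classes, the mean was 0.631 for lncRNAs and 0.375 for mRNAs, and the observed mean exceeded it by 0.105 and 0.119.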

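By this division, 40.3% of the lncRNAs and 14.1% of the mRNAs were in the lowest stratum. In the highest stratum were 0.771% of the lncRNAs and 12.4% of the mRNAs.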

Since lncRNAs are disproportionately represented in the lowest expression category (Figure S2D), the global distribution of their Gini coefficients is biased upward in comparison to mRNAs. 

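Across genes, the Pearson r between Gini coefficient and log2 level was -0.797 for lncRNAs (Spearman rho -0.835) and -0.814 for mRNAs (rho -0.771). Genes are not independent replicates, and no p-value is given. With each Ctrl library left out in turn, r lay between -0.817 and -0.810 for lncRNAs and between -0.826 and -0.822 for mRNAs. For the excess over random placement, r was 0.5003 for lncRNAs (rho 0.514) and 0.0756 for mRNAs (rho 0.0185). Genes found in few nuclei have a high coefficient by chance, which leaves little room for an excess. These values therefore cannot tell how specificity changes with level.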

In both lncRNA and mRNA, the strength of the inverse correlation between Gini coefficient and expression level is similar (lncRNA: Pearson *r* = −0.78, mRNA: Pearson *r* = −0.80, Figure S2E). 

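The Gini coefficients were also taken from mean CPM per class in place of shares of nuclei. lncRNAs then had a mean 0.233 above that of mRNAs, and without doublets or with a clustering in 50 principal components the difference was 0.241 and 0.243.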

Altogether, these results suggest that, in line with the consensus, renal lncRNAs might typically be expressed in a more restricted number of cells or cell types than renal mRNAs. However, this might primarily be a function of their very low expression levels and only to a much lesser extent reflect a unique characteristic of lncRNAs independent of expression magnitude.

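In pairs matched on the number of positive nuclei, the mean difference between lncRNAs and mRNAs was -2.20% of the unmatched one. From the strata, the paper proposes that the restricted expression of lncRNAs primarily follows from their low levels.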

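A Gini coefficient of at least 0.95 was found for 1354 lncRNAs (18.6%) and 1385 mRNAs (7.51%). Over all named Ctrl nuclei their median was 3 UMIs for lncRNAs and 4 UMIs for mRNAs, with 90th percentiles of 21.7 and 47 UMIs. In the class where they were most frequent, 85.1% of these lncRNAs and 79.8% of these mRNAs had fewer than 10 UMIs, with a median of 2 UMIs in both.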

Transcripts with near‐exclusive expression in a single cell type (Gini coefficient ≥ 0.95) are lowly expressed, with per‐cell‐type read counts generally in the single digits. Among them, we identified 20 lncRNAs and 27 mRNAs with ≥ 5 pseudo‐bulk counts in at least two replicates that can be considered as valid hits. Thus, several lncRNAs appear to be specifically and consistently expressed in podocytes, MD, or beta‐intercalated cells (Figure S2F).

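At least 5 counts in any 2 Ctrl libraries were reached by 190 of these lncRNAs and 280 of these mRNAs. When both replicates of 1 time point had to reach 5 counts, as in the legend of the paper's Figure S1F, 154 and 242 were left, and when the counts had to lie in the leading class itself, 118 and 191. These last 2 readings of the criterion were chosen after the data had been seen. Of the 190 lncRNAs, PST was the leading class for 40, Podo for 20, bIC for 9 and MD for 3.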

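Podocytes led for Wt1os (ENSMUSG00000074987), with a Gini coefficient of 0.975. Of its 1373 UMIs in named Ctrl nuclei, 1209 were in Podo nuclei (88.1%), where 94.8% of 231 nuclei had a UMI. Its counts per Ctrl library, with unnamed nuclei, were 282, 474, 338 and 446. In bIC, Gm47795 (ENSMUSG00000111014) had 560 of 687 UMIs in named nuclei (81.5%) and a UMI in 42.4% of 483 nuclei, and Gm37381 (ENSMUSG00000102343) had 279 of 324 such UMIs (86.1%) and a UMI in 28.4% of nuclei. The UMIs of these genes in other classes can include free RNA. Among the 10 lncRNAs with the most counts that met the criterion, PST led for Gm28075, 4933421A08Rik and 4930442L01Rik, BC for Gm15987 and Gm31243, thinAL for 4930546K05Rik and UT for Mir205hg. None of these was led by MD. The lncRNA with the most counts led by MD, Gm45895 (ENSMUSG00000110634), was chosen after its values were seen. It had 66 of 88 UMIs in MD (75.0%), where 36.7% of 90 nuclei had a UMI, and 10, 28, 10 and 40 counts in the 4 Ctrl libraries. From genes with only a few reads per cell type, the paper states that several lncRNAs appear specific to podocytes, MD or bIC. The genes whose UMIs are given here had more counts, and some of these lay in other classes. Over the 190 lncRNAs, 12 of the 20 led by Podo, 8 of the 9 led by bIC and 1 of the 3 led by MD had at least 5 counts within that class in 2 libraries.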

### 2.2 Circadian Time and Circadian Clock Dependence of Renal lncRNA Expression

Because lncRNA expression patterns are thought to be tightly controlled in both space and time, we wondered whether the expression levels of renal lncRNAs depend on circadian time and whether they might be controlled by the intrinsic circadian clocks in renal tubules. While the cell‐intrinsic clocks in peripheral organs such as the kidney exhibit autonomous oscillations, they are usually synchronized by systemic signals under the control of the suprachiasmatic nucleus (SCN), which ensures coherent circadian regulation across tissues [37]. In the cKOt transgenic mouse model, the clock mechanism in the renal tubules is impaired, but signaling from the central clock in the SCN continues to drive the circadian oscillations of many renal RNAs indirectly via factors extrinsic to kidney cells [26].

To verify that oscillations of core clock genes are observable in the SN data from Ctrl mice, we assessed transcript abundance and differential expression between ZT16 and ZT4 for 16 core genes of the circadian clock: *Clock, Npas2, Arntl, Per1, Per2, Cry1, Cry2, Nr1d1, Nr1d2, Dbp, Tef, Hlf, Nfil3, Rora, Rorb*, and *Rorc*. All of them passed low‐expression filtering. In the *p*‐value–ranked differential expression result list from SN pseudo‐bulk data (Table S3), seven clock genes (*Nr1d1, Cry1, Dbp, Npas2, Arntl/Bmal1, Rorc*, and *Nr1d2*, in this order) were among the top 10. 

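All 16 clock genes passed the count filter. In Ctrl, Cry1 (ENSMUSG00000020038) had 5.77 ± 0.785 CPM at ZT4 and 37.8 ± 1.26 CPM at ZT16, a log2 fold change of 2.71 (standard error 0.19, adjusted p = 0.00177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Npas2 rose from 29.1 ± 5.53 to 125 ± 0.01 CPM, and Nr1d1 fell from 26.1 ± 2.94 to 1.47 ± 0.365 CPM (SD, n = 2 mice). Nr1d2 fell from 173 ± 8.25 to 47.1 ± 2.66 CPM, and Dbp from 28.4 ± 5.26 to 2.52 ± 0.543 CPM. The files do not show whether strand was used in the counting, and Nr1d1 overlaps Thra on the other strand. Arntl had a log2 fold change of 2.13. Ranked by p, Cry1, Npas2, Nr1d1, Nr1d2, Arntl and Dbp were at positions 2, 3, 5, 6, 7 and 8 of 16165 mRNAs. By DESeq2, 7 clock genes were among the top 10. Over all mRNAs 7 of the 16 genes were called, and 11 when adjusted over the list alone. Per2 (42.2 ± 2.73 and 124 ± 12.4 CPM) and Tef (276 ± 2.86 and 182 ± 23.6 CPM) were among those called only over the list, and Per1 (19.2 ± 11.2 and 16.1 ± 1.78 CPM) did not differ beyond the spread between mice. With each Ctrl library left out in turn, 7 or 8 clock genes were among the top 25.

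**Figure D5:**
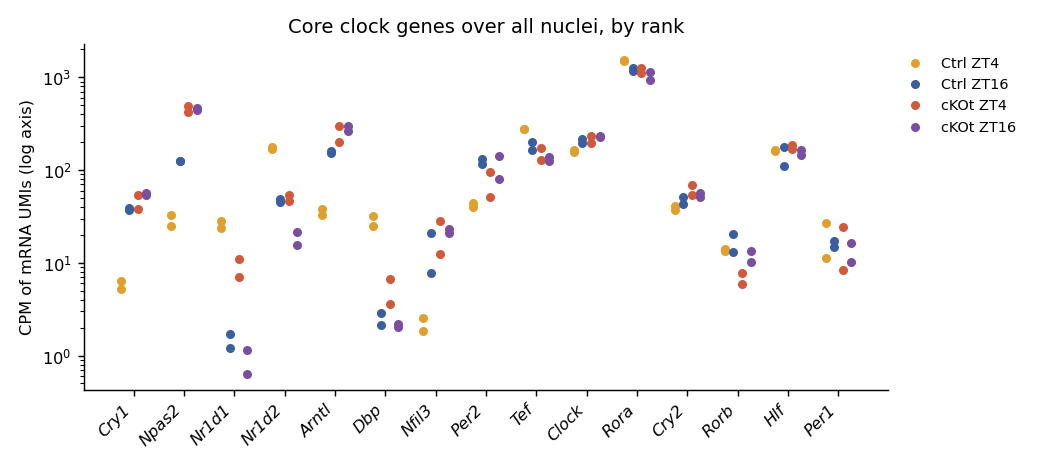
CPM of mRNA UMIs (log axis) of core clock genes over all nuclei, in order of their p between ZT16 and ZT4 in Ctrl. Each point is 1 library, colored by group. In Ctrl, Cry1 lies at 5.77 CPM at ZT4 and 37.8 CPM at ZT16 on average, whereas both Per1 groups overlap.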

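Of the 16 clock genes, 7 were among the 25 mRNAs with the smallest p out of 16165 tested (one-sided Fisher's exact test, p = 9.54e-17). The list is the paper's and genes are not independent, so p describes these libraries. In the top 10 there were 6 (p = 6.78e-17, exact), and in the top 50 there were 7 (p = 1.96e-14, exact). Without Ctrl ZT16 replicate 1, the top 25 held 8 clock genes.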

Fisher's one‐tailed exact test provided strong statistical evidence for enrichment of the selected clock genes in the top 25 (*p* = 3.437^−17^). Analysis of individual cell types further confirmed the detectability of time‐dependent differential expression of clock genes in our SN data. 

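Clock genes were ranked in the same way within each class or cluster compared. A clock gene stood among the top 3 in 15 of the 21, and the top 25 held between 0 and 8 clock genes. Only TC/NK had none in the top 25. In the class sums, Cry1, Nr1d1 and Nr1d2 were each called in 11 of the classes or clusters.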

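TAL and thinDL had 8 clock genes each among the top 25 (one-sided Fisher's exact p = 7.0e-19 and 1.27e-18), PCT had 7 (p = 2.63e-16, exact) and PST 6 (p = 3.23e-13, exact). DCT1 and clusters 22 and 28 of the CCD also had 6. Vasc (p = 7.92e-11, exact), Mes/Per (p = 7.59e-11, exact), aIC and bIC had 5, and DCT2, CNT and MCD had 4. In MD there were 3 (p = 2.46e-05, exact). Over the 21 classes or clusters, 18 passed an adjusted p of 0.05. Podo, with 1 clock gene, had an exact p of 0.0479 and an adjusted p of 0.0503. MCD, Myel, SMC/JGC, UT, cluster 20 and TC/NK had no clock gene in the top 3.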

All cell types in the cortical segments of the renal tubules (PCT, PST, tDL, TAL, DCT1, DCT2, CNT) and collecting ducts (CCD, aIC, bIC) as well as mesangial/pericyte and vascular cells (Mes/Per, Vasc) had at least one clock gene in the top three and up to eight among the top 25, with *p*‐values for enrichment computed by Fisher's test ranging from 8.7099^−21^ to 3.586^−05^ (Table S4).

As an initial approach to explore whether renal lncRNAs may exhibit time‐of‐day–dependent variation, we performed a differential expression analysis between ZT4 and ZT16 in control mice through a pseudo‐bulk analysis of our SN data. Figure S2 shows two UMAPs of lncRNAs and two UMAPs of mRNAs, generated separately from the ZT4 and the ZT16 time point, colored by assigned cell types. We identified 86 lncRNAs (1.77% of lncRNAs included in the SN dataset) that were differentially expressed between ZT4 and ZT16, of which 64 (1.32%) were more abundant at ZT4 and only 22 (0.45%) at ZT16 (Figure 2A). This asymmetry (~75% of time‐sensitive lncRNAs peak during the early light phase) suggests a potential phase preference or functional clustering of lncRNA activity around ZT4 (Table S5). 

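Between ZT16 and ZT4 in Ctrl, 27 of 4704 lncRNAs tested were called (0.574%), 17 higher at ZT4 and 10 higher at ZT16. At an unadjusted p under 0.05 there were 516, of which 322 were higher at ZT4. The count depended most on which libraries entered the fit: it was 100 with only the Ctrl libraries, and 0 without Ctrl ZT4 replicate 1 or without either Ctrl ZT16 replicate, 9 without Ctrl ZT4 replicate 2, 61 without cKOt ZT4 replicate 1 and 54 without cKOt ZT4 replicate 2. DESeq2 called 53, with 24 of the 27 among them. With the smallest p among lncRNAs whose groups did not overlap, 4930528G23Rik (ENSMUSG00000084909) had 7.68 ± 0.008 CPM at ZT4 and 1.50 ± 0.12 CPM at ZT16 (SD, n = 2 mice). Its log2 fold change was -2.36 (standard error 0.36, adjusted p = 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm44866 (ENSMUSG00000109233) had a log2 fold change of -1.77 (standard error 0.27) and Gm42723 (ENSMUSG00000105709) of -3.79 (standard error 0.58), both lower at ZT16 with an adjusted p of 0.0136 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Higher at ZT16 were Gm31126 (ENSMUSG00000114035; 4.21 ± 0.95 and 19.6 ± 0.05 CPM, log2 fold change 2.20), Gm21887 (ENSMUSG00000095562; 22.3 ± 16.3 and 135 ± 42.0 CPM, 2.58) and Gm33263 (ENSMUSG00000111941; 0.849 ± 0.114 and 5.10 ± 1.62 CPM, 2.57). None of the 6 changed sign in 8 fits that each left out 1 library, but each lost its call in 3 or 4 of them. 4930528G23Rik, Gm31126 and Gm42723 overlap genes on the other strand (Gm44115, Gm906 and Gm8739, and Lgi1), so their counts are uncertain. Gas5 (log2 fold change 0.33, standard error 0.24), Neat1 (0.56, standard error 0.27) and Hk1os (-0.01) were not called.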

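Of the called lncRNAs 63.0% were higher at ZT4 (exact 95% confidence interval 42.4% to 80.6%, two-sided exact binomial p = 0.248). Of the called mRNAs 52.2% were, and no difference between the shares was found (two-sided Fisher's exact p = 0.567). With 27 lncRNAs and 23 mRNAs called, a difference could be missed. Genes are not independent, so these values describe these libraries. The share of lncRNAs moved with the scaling, to 75.8% with TMM factors taken over all genes, against 50% of mRNAs (Fisher's exact p = 0.0544). With library sizes alone it was 75.0%, against 57.1% of mRNAs (Fisher's exact p = 0.187). By DESeq2 it was 67.9% against 55.6% of mRNAs (Fisher's exact p = 0.123), and in fits of the Ctrl libraries alone 74.0% against 45.8% (Fisher's exact p = 0.0131). Among genes at an unadjusted p under 0.05 it was 62.4% against 58.6% (Fisher's exact p = 0.135). From a majority of lncRNAs higher at ZT4, the paper proposes a phase preference or functional clustering of lncRNAs around this time. It also reports such a majority, and more rhythmic lncRNAs peaking in the inactive phase, in its bulk data, which were not analysed here.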

To evaluate the distribution of differentially expressed lncRNAs among renal cell types or nephron segments, we analyzed lncRNA expression at the cell‐type level. UMAP representation showed that ZT4 and ZT16 nuclei of Ctrl mice overlapped broadly across renal cell types, with no strong time‐of‐day separation (Figure 2B). 

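In lncRNA space, the share of the other time point among those of the 20 nearest nuclei that had the same class was divided by its share of all Ctrl nuclei of the class, so that 1 stands for full mixing. PCT had a ratio of 0.873 ± 0.129, TAL of 0.878 ± 0.354, PST of 0.813 ± 0.465 and Vasc of 0.953 ± 0.111 (SD, n = 4 libraries). MCD was lowest with 0.780 ± 0.517. For the other replicate of the same time point, PCT had a ratio of 0.948 ± 0.528, so in PCT the time points did not separate beyond the spread between replicates. The ratio for time was below 1 in all 4 libraries in PCT (0.755 to 0.994), MD (0.706 to 0.989) and DCT2 (0.852 to 0.965). In DCT2 it was 0.898 ± 0.0483, and 0.986 ± 0.664 for the other replicate.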

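Counted per class or cluster in Ctrl, there were 120 calls of lncRNAs between time points, 87 (72.5%) of them lower at ZT16 and 33 higher. In 12 of the 13 classes or clusters with a call, more lncRNAs were lower than higher at ZT16, and in none were more higher. The calls fell on 93 lncRNAs, 78 of them in 1 class only, and included 24 of the 27 called over all nuclei. With the same number of nuclei (103) per class and library there were 36 calls, 18 in each direction. By DESeq2 there were 88, of which 57 were lower at ZT16. With 1 library left out at a time, the number lay between 24 (without Ctrl ZT16 replicate 1) and 197 (without cKOt ZT4 replicate 2). It was 38 and 47 without Ctrl ZT4 replicates 1 and 2, 77 without Ctrl ZT16 replicate 2 and 188 without cKOt ZT4 replicate 1. Gm21887 was higher at ZT16 in 8 classes or clusters. Free RNA of other classes enters these sums and its share was not estimated, so a call in a class need not stand for expression in it.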

Consistent with the pseudo‐bulk analysis, we observed a clear temporal asymmetry in nearly all renal cell types, with more lncRNAs upregulated at ZT4 than at ZT16, reinforcing the idea of a time‐of‐day bias in lncRNA expression within cells. Among identified renal cell types, PCT, TAL and PST segments showed the highest numbers of differentially expressed lncRNAs between ZTs (Figure 2C; Table S6). 

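PCT had the most calls of lncRNAs, 29 (14 higher and 15 lower at ZT16), followed by TAL with 25 (3 and 22), DCT1 with 17 (5 and 12), and PST and Vasc with 11 each (2 and 9). DESeq2 called 43 in PCT, 15 in PST and 11 in TAL. With equal numbers of nuclei, PCT, DCT1, CNT and cluster 22 each had 5. The time points drew PCT nuclei from different clusters. Cluster 24 had 1081 of its 1202 nuclei from Ctrl ZT16 replicate 1, cluster 26 had 1036 of 1107 from Ctrl ZT4 replicate 2, and cluster 7 was largest in the Ctrl ZT4 libraries (1413 and 1250 of 2780 nuclei).

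**Figure D6:**
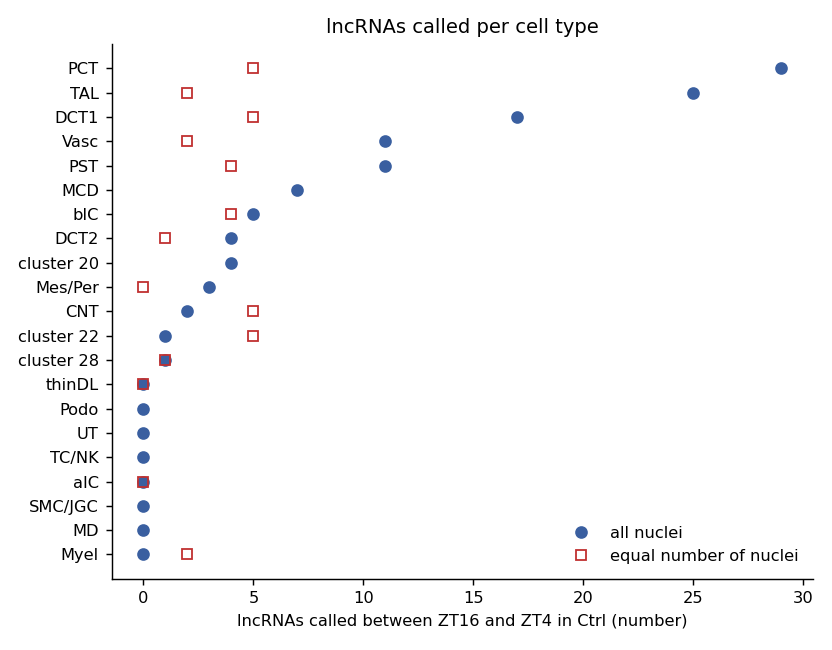
Number of lncRNAs called between ZT16 and ZT4 in Ctrl (x axis) for each class or cluster. Blue points use all nuclei, and red squares the same number of nuclei in every class and library, for those with enough nuclei. PCT goes from 29 to 5.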

We applied the same analysis to mRNAs and found that a similar proportion of mRNAs (~1.31%) were differentially expressed between ZT16 and ZT4 as for lncRNAs, but with a more balanced distribution between ZTs: 112 mRNAs (0.65%) exhibited higher expression at ZT4, while 105 (0.62%) were more abundant at ZT16 (Figure 2D). 

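Of 16165 mRNAs tested in Ctrl, 23 were called (0.142%), 12 higher at ZT4 and 11 higher at ZT16. At an unadjusted p under 0.05 there were 1610, of which 944 were higher at ZT4. The tool moved the count most: DESeq2 called 234, with 130 higher at ZT4 and 104 higher at ZT16, and all 23 were among them. Without Ctrl ZT4 replicate 1 or 2 there were 9 and 8 calls, without Ctrl ZT16 replicate 2 there were 12, and without cKOt ZT16 replicate 1 or 2 there were 14. Without each library in turn, the mRNAs named here all kept their call. Alk (ENSMUSG00000055471) fell from 108 ± 4.58 CPM at ZT4 to 16.6 ± 2.94 CPM at ZT16 (log2 fold change -2.70, standard error 0.16, adjusted p = 0.00102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rhobtb1 (ENSMUSG00000019944), which overlaps A930033H14Rik on the other strand, rose from 206 ± 23.1 to 830 ± 17.3 CPM (log2 fold change 2.01, standard error 0.15). Of the other genes with the smallest p, Cry1, Npas2, Nr1d1 and Nr1d2 are clock genes.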

In the UMAP generated from mRNAs, the nuclei of PCT cells from the two time points appear clearly separated (Figure 2E), advocating for a stronger diurnal structuring of mRNA expression in this nephron segment than in other renal cell types. 

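By mRNAs, PCT nuclei of Ctrl had a mixing ratio of 0.260 ± 0.188 for the other time point, the lowest of all classes, and 0.584 ± 0.320 for the other replicate of their own time point (SD, n = 4 libraries). PCT nuclei thus also separated by mouse, though less than by time point, and the ranges of both ratios overlap. PST had 0.545 ± 0.347 for the other time point and 0.427 ± 0.266 for the other replicate. In TAL the ratio for time was 0.749 and in Vasc it was 0.794.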

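Over the classes and clusters, 669 calls of mRNAs were made between time points in Ctrl, 318 higher and 351 lower at ZT16. TAL had 159 (73 higher and 86 lower), DCT1 99, Vasc 74, DCT2 70 and PCT 63 (32 higher and 31 lower). By DESeq2 there were 744 calls, and PCT came first with 243 (119 higher and 124 lower), before TAL with 171 and Vasc with 96. With equal numbers of nuclei there were 267 calls, with 56 in DCT2. Leaving out a Ctrl library reduced the calls to 252 and 282 (Ctrl ZT4 replicates 1 and 2) and to 307 and 266 (Ctrl ZT16 replicates 1 and 2). Without 1 of the cKOt libraries they numbered between 525 and 912.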

Correspondingly, PCT cells showed the largest number of mRNAs that were differentially expressed between time points, without the ZT4‐skewed asymmetry observed in lncRNAs (Figure 2F; Table S6).

**FIGURE 2:**
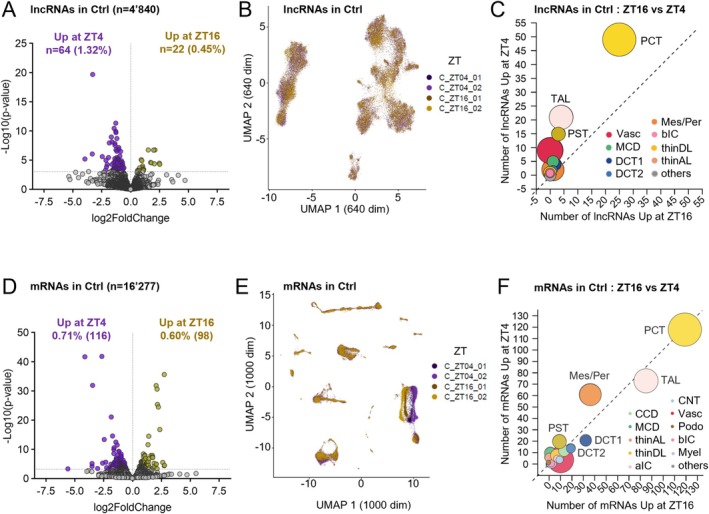
Effects of circadian time on renal lncRNA and mRNA expression in snSeq data. (A) Volcano plot of differential lncRNA expression between ZT4 and ZT16 in Ctrl mice, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. lncRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in purple (more abundant at ZT4) or yellow (more abundant at ZT16). Numbers and percentages of differentially expressed lncRNAs are indicated at the top of the plot. (B) UMAP generated from renal lncRNAs in Ctrl mice, ZT4 and ZT16. Nuclei are colored by sample (purple hues: ZT4, yellow hues: ZT16). (C) Number of lncRNAs more abundant at ZT4 (*y*‐axis) vs. more abundant at ZT16 (x‐axis) in Ctrl mice for each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type. (D) Volcano plot of differential mRNA expression between ZT4 and ZT16 in Ctrl mice, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. mRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in purple (more abundant at ZT4) or yellow (more abundant at ZT16). Numbers and percentages of differentially expressed mRNAs are indicated at the top of the plot. (E) UMAP generated from renal lncRNAs in Ctrl mice at ZT4 and ZT16. Nuclei are colored by sample (purple hues: ZT4, yellow hues: ZT16). (F) Number of mRNAs more abundant at ZT4 (*y*‐axis) vs. more abundant at ZT16 (*x*‐axis) in Ctrl mice for each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type.

In parallel, to investigate whether renal lncRNA expression depends on the intrinsic circadian clock, we compared cKOt versus Ctrl mice at ZT4 and at ZT16. In pseudo‐bulk analysis of SN data, we found that 63 lncRNAs (1.31% of lncRNAs) were differentially expressed (either upregulated or downregulated) between cKOt and Ctrl mice at ZT4 (Figure 3A). 

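At ZT4, 36 of 4683 lncRNAs tested were called between cKOt and Ctrl (0.769%), 30 higher and 6 lower in cKOt. At an unadjusted p under 0.05 there were 367. A fit of only the libraries of ZT4 called 20 and a fit with no filter on low counts 60. DESeq2 called 49, with 35 of the 36 among them. Without Ctrl ZT4 replicate 1 or 2 there were 21 and 9 calls, and between 25 and 40 without any other library. An adipocyte-like cluster had 20 and 35 nuclei in the cKOt ZT4 libraries and at most 3 in any other library. Without it, a setting chosen after the data had been seen, 31 lncRNAs were called, 25 higher in cKOt. A530053G22Rik and Lncbate1, also chosen after their values were seen, were then no longer called, and had 77.1% and 65.4% of their UMIs in this cluster. With all genes scaled together, the median lncRNA changed by -0.126 on the log2 scale, and by -0.313 with library sizes alone. The fold changes given here are relative to the lncRNAs themselves. Gm43581 (ENSMUSG00000105199) had 4.96 ± 1.37 CPM in Ctrl and 54.5 ± 28.9 CPM in cKOt (SD, n = 2 mice), a log2 fold change of 3.44 (standard error 0.37, adjusted p = 0.00101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies over Slc16a1 on the same strand, and its counts cannot be told from those of that gene by position alone. Gm26652 (ENSMUSG00000097497) rose from 32.6 ± 10.1 to 151 ± 3.46 CPM (log2 fold change 2.21, standard error 0.27), and Gm33263 from 0.849 to 7.52 ± 0.50 CPM (3.11, standard error 0.41). These 3 kept their call without each library in turn. Lower in cKOt were Gm47564 (ENSMUSG00000111803; 41.8 ± 6.96 and 12.1 ± 3.00 CPM), Gm17114 (ENSMUSG00000091237; 21.5 ± 1.78 and 7.39 ± 1.82 CPM) and Gm13211 (ENSMUSG00000085070; 17.4 ± 7.06 and 2.47 ± 0.77 CPM). Gm47564 lost its call in 1 of these fits and the other two in 3. Gm17114 overlaps Slc6a9 and Ccdc24. Of the 36 lncRNAs, 12 overlap a called mRNA or lie within 5 kb of one (33.3%, against a mean of 0.904% in matched sets). Neat1 (log2 fold change 0.68), Gas5 (0.09) and Hk1os (-0.12) were not called, and the last 2 changed sign under other scalings or with an equal class composition.

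**Figure D7:**
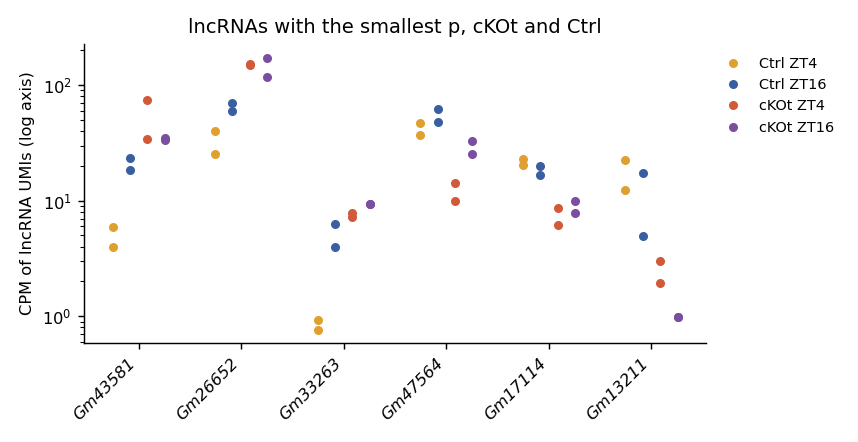
CPM of lncRNA UMIs (log axis) of the 6 lncRNAs with the smallest p between cKOt and Ctrl at ZT4, 3 in each direction. Each point is 1 library, colored by group. The cKOt ZT4 libraries lie above both Ctrl ZT4 libraries for Gm43581, Gm26652 and Gm33263 and below them for Gm47564, Gm17114 and Gm13211.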

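Among the lncRNA-based neighbours at ZT4, the ratio for the other genotype was 0.837 ± 0.074 in PCT, 0.810 ± 0.473 in PST and 0.996 ± 0.058 in Vasc (SD, n = 4 libraries), where 1 stands for full mixing of the genotypes within the class.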

In a UMAP projection, the nuclei from both genotypes grouped together, though here again, less precisely for PCT nuclei than for other cell types (Figure 3B and Figure S3A for cell‐type identities in the UMAP). As expected, most lncRNAs deregulated in cKOt were found in tubular segments, primarily PCT and PST, whereas only a few changes were detected in vascular and mesangial/pericytes populations (Figure 3C; Table S7). 

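By class, 82 calls of lncRNAs were made at ZT4, 86.6% in tubular classes and 53.7% in PCT and PST. PCT had 37 (27 higher and 10 lower in cKOt), TAL and Mes/Per 8 each, PST 7 and Vasc 3. The calls fell on 61 lncRNAs, of which 50 were called in 1 class only. With equal numbers of nuclei there were 25 calls, 5 of them in PCT. DESeq2 called 61, with 40 in PCT, 8 in PST and 5 in TAL. Without Ctrl ZT4 replicate 2 there were 30 calls, and without any other library between 55 and 94. In cKOt, PCT nuclei lay mainly in other clusters than in Ctrl: cluster 25 had 1096 of its 1112 nuclei from cKOt ZT4 replicate 2, and clusters 3 and 5 were larger in cKOt than in Ctrl. In PST, cluster 14 was mainly of cKOt and cluster 18 of Ctrl nuclei. An effect called in one class and not in another was not tested for a difference between classes, and the share of free RNA from other classes in each sum was not estimated. From the class counts, the paper states that most deregulated lncRNAs were found in tubular segments.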

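At ZT4, 72 of 16145 mRNAs tested were called (0.446%), 48 higher and 24 lower in cKOt, and 1432 had an unadjusted p under 0.05. DESeq2 called 344, which included all 72. Without Ctrl ZT4 replicate 2 the count was 23 and without replicate 1 it was 39. Without cKOt ZT16 replicate 1 or 2 it was 45, and a fit of only the libraries of ZT4 called 18. Without the adipocyte-like cluster, a setting chosen after the data had been seen, 68 were called. Cidea, Ebf2 and Ucp1, chosen after their values were seen, were called as higher in cKOt with this cluster and not without it. Npas2 rose to 457 ± 53.8 CPM in cKOt from 29.1 CPM in Ctrl (log2 fold change 3.97, standard error 0.17, adjusted p = 5.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fhad1 (ENSMUSG00000051435) had 2.68 ± 0.43 CPM in Ctrl and 41.5 ± 1.14 CPM in cKOt (log2 fold change 3.96, standard error 0.19), and overlaps 3 lncRNA genes on the other strand. Vmn1r32 (ENSMUSG00000062905) had 0 UMIs in Ctrl and 884 in cKOt. Set against a floor of 3 counts over the Ctrl group, it was at least 279-fold higher in cKOt. Cyp2a4 (ENSMUSG00000074254) fell from 27.6 ± 1.41 to 2.86 ± 0.32 CPM and Cyp2a5 (ENSMUSG00000005547) from 8.51 ± 3.16 to 0.343 ± 0.046 CPM (log2 fold changes -3.27 and -4.62). The 2 genes are close paralogs, so counts could be shared between them. Nr1d2 fell to 50.0 ± 5.42 CPM. All 6 kept their call without each library in turn.

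**Figure D8:**
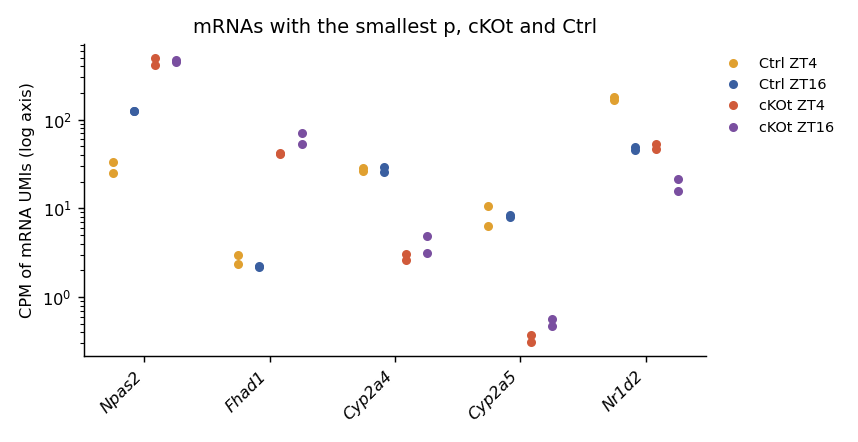
CPM of mRNA UMIs (log axis) of 5 of the 6 mRNAs with the smallest p between cKOt and Ctrl at ZT4. Each point is 1 library, colored by group, and Vmn1r32 is left out because it had 0 UMIs in Ctrl at ZT4. Npas2 and Fhad1 lie higher in cKOt, and Cyp2a4, Cyp2a5 and Nr1d2 lower.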

For comparison, 319 mRNAs (1.95%) were differentially expressed at ZT4 in cKOt pseudo‐bulk data (Figure 3D). 

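By mRNAs at ZT4, PCT nuclei had a ratio of 0.178 ± 0.124 for the other genotype and PST nuclei one of 0.206 ± 0.122, against 0.935 in Vasc. For the other replicate of the same group, PCT had 0.4996 ± 0.313 and PST 0.458 ± 0.427 (SD, n = 4 libraries).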

A UMAP of mRNAs displays robust overlap of nuclei from both genotypes for most cell types, with the exception of PCT and PST, where the nuclei from cKOt and Ctrl mice were visually separated into distinct strand‐like sub‐structures of cell clusters (Figure 3E). Analysis by cell type confirmed that most changes occurred in these two tubular segments, with a larger proportion of mRNAs downregulated rather than upregulated in cKOt (Figure 3F; Table S7). 

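The classes and clusters gave 539 calls of mRNAs at ZT4, 311 higher and 228 lower in cKOt. PCT had 107 (58 higher and 49 lower), TAL 71 (48 and 23) and PST 54 (28 and 26), and 29.9% of the calls were in PCT and PST. In 15 classes or clusters more mRNAs were higher than lower in cKOt. By DESeq2 there were 737 calls, 402 higher and 335 lower, with 304 in PCT and 106 in PST, or 55.6% in these 2. With equal numbers of nuclei there were 271 calls, of which PCT had 41. The calls numbered 225 and 304 without Ctrl ZT4 replicates 2 and 1, 348 without cKOt ZT4 replicate 1 and up to 603 otherwise. Rhobtb1 was called in 16 and Npas2 in 15 classes or clusters. Free RNA of other classes enters these sums and its share was not estimated, so a call in a class need not stand for expression in it.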

At ZT16, 40 lncRNAs (0.84%) were differentially expressed between genotypes in pseudo‐bulk analysis (Figure 3G). 

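At ZT16, 18 of 4629 lncRNAs tested were called (0.389%), 12 higher and 6 lower in cKOt, and 327 had an unadjusted p under 0.05. With no filter on low counts the count was 42, and DESeq2 called 26, with 17 of the 18 among them. Without Ctrl ZT16 replicate 1 or 2 there were 6 and 0 calls, without cKOt ZT16 replicate 1 or 2 there were 7 and 3, and without cKOt ZT4 replicate 1 there were 31. With library sizes alone the median lncRNA changed by -0.227. 9030625G05Rik (ENSMUSG00000118384) had 3.89 ± 1.48 CPM in Ctrl and 31.6 ± 11.5 CPM in cKOt (log2 fold change 2.98, standard error 0.35, adjusted p = 0.00237 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm13936 (ENSMUSG00000085444) rose from 56.2 ± 12.6 to 489 ± 90.3 CPM (3.12, standard error 0.38). Each lost its call in 1 of 8 fits without 1 library. Gm32461 (ENSMUSG00000116993), which overlaps Gm32624 on the other strand, rose from 561 ± 14.9 to 1377 ± 26.2 CPM and lost its call in 4 of these fits. Lower in cKOt were Gm47591 (ENSMUSG00000112153; log2 fold change -2.82), Gm13211 (-3.43) and B930092H01Rik (ENSMUSG00000111658; -1.76), with adjusted p-values of 0.0275, 0.0284 and 0.0284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each lost in 3 or 4 of the fits. Gm47591 overlaps Anks1b on the same strand. Of the lncRNAs called at ZT4 and at ZT16, 5 were shared, all with the same direction. Gas5 (-0.01), Neat1 (-0.03) and Hk1os (-0.29) were not called.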

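At ZT16, the lncRNA-based ratio for the other genotype was 0.866 ± 0.017 in PCT and 0.987 in Vasc, and lowest in PST with 0.690 ± 0.328 (SD, n = 4 libraries).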

In the UMAP from ZT16, the nuclei from the two genotypes overlap well for all cell types, although PCT nuclei display incomplete alignment (Figures 3H and S3B for cell‐type identities in the UMAP). 

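Over the classes and clusters, 76 lncRNA calls were made between cKOt and Ctrl at ZT16, 48 higher and 28 lower in cKOt, and 93.4% of them were in tubular classes. PCT had 27 (14 higher and 13 lower), PST 22 (14 and 8), DCT1 7 and TAL 6 (4 and 2), and Vasc and Mes/Per 2 each. DESeq2 called 55, 31 higher and 24 lower, with 27 in PCT, 14 in PST and 8 in TAL. With equal numbers of nuclei there were 27 calls, of which PCT had 7. The number ranged from 19 (without cKOt ZT16 replicate 2) to 118 (without cKOt ZT4 replicate 2). It was 27 and 38 without Ctrl ZT16 replicates 1 and 2, 32 without cKOt ZT16 replicate 1 and 117 without cKOt ZT4 replicate 1. Gm33906 (ENSMUSG00000115016), chosen after its values were seen, was higher in cKOt in 10 classes or clusters, where free RNA of other classes may be included.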

Differentially expressed lncRNAs were almost exclusively found in epithelial cells at ZT16, especially in PCT and PST cells, as observed at ZT4, but also in TAL cells, with no clear directional bias between upregulated and downregulated lncRNAs (Figure 3I; Table S7). 

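At ZT16, 28 of 16094 mRNAs tested differed between cKOt and Ctrl (0.174%), 16 higher and 12 lower in cKOt, and 981 had an unadjusted p under 0.05. DESeq2 called 171, which included all 28. Leaving out 1 library at ZT16 reduced the count to 11 and 8 (Ctrl replicates 1 and 2) and to 9 and 12 (cKOt replicates 1 and 2). Fhad1 had 2.20 ± 0.059 CPM in Ctrl and 61.8 ± 12.3 CPM in cKOt (log2 fold change 4.81, standard error 0.20, adjusted p = 3.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Grid1 (ENSMUSG00000041078) rose from 25.3 ± 0.33 to 117 ± 7.04 CPM (2.21, standard error 0.13). Vmn1r32 had 2 UMIs in Ctrl and 692 in cKOt, a ratio of 360 (95% counting interval 99.3 to 2979). Cyp2a4 and Cyp2a5 were lower in cKOt (log2 fold changes -2.78 and -3.97), and Kcnq3 (ENSMUSG00000056258), which overlaps Gm27153 on the other strand, fell from 22.4 ± 2.52 to 6.89 ± 0.30 CPM and lost its call in 1 fit without 1 library. Of the mRNAs called at ZT4 and at ZT16, 19 were shared, all in the same direction.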

Finally, 159 mRNAs (1.00%) were found deregulated in cKOt mice at ZT16 (Figure 3J). Cell‐type‐specific analyses confirmed that these transcriptional changes mainly occurred in tubular cells identified as PCT, PST and TAL cells (Figure 3K,L; Table S7). 

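The classes and clusters gave 310 calls of mRNAs at ZT16, 130 higher and 180 lower in cKOt, 92.3% of them in tubular classes. PST had 65 (18 higher and 47 lower), PCT 40 (15 and 25), CNT 32, DCT1 29, bIC 27 and TAL 20. By DESeq2 there were 515 calls, with 194 in PCT, 145 in PST and 42 in TAL, and with equal numbers of nuclei 180, with 38 in PST. The calls numbered 178 and 174 without Ctrl ZT16 replicates 1 and 2, 114 and 115 without cKOt ZT16 replicates 1 and 2, and 484 and 480 without cKOt ZT4 replicates 1 and 2. By mRNA-based neighbours at ZT16, the ratio for the other genotype was 0.120 ± 0.110 in PST, 0.279 ± 0.143 in PCT and 0.943 in Vasc (SD, n = 4 libraries). For the other replicate of the same group it was 0.933 ± 0.923 in PST and 0.811 ± 0.645 in PCT. Npas2 was called in 14 and Ces1d in 12 classes or clusters. Free RNA of other classes enters these sums and its share was not estimated, so a call in a class need not stand for expression in it. From these counts, the paper concludes that the changes lie mainly in PCT, PST and TAL cells.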

Figure panels 3B, 3E, 3H, and 3K show the same time‐point‐separated UMAPs as panels S2A–D, but colored by sample rather than by cell type.

**FIGURE 3:**
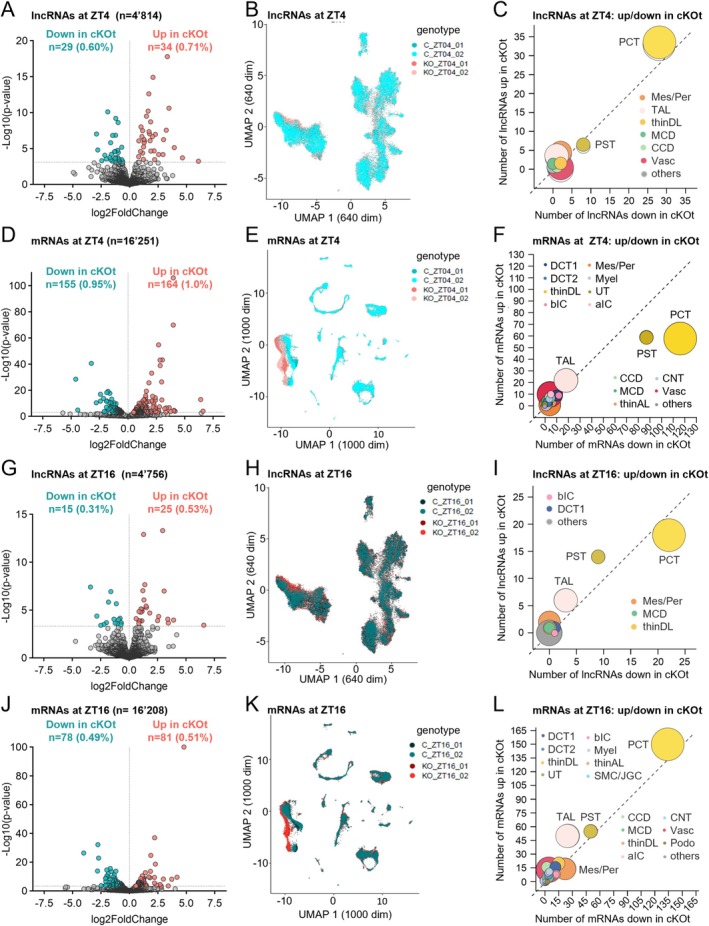
Effects of the circadian clock on renal lncRNA and mRNA expression in snSeq data. (A) Volcano plot of differential lncRNA expression between cKOt and Ctrl at ZT4, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. lncRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in blue (less abundant in cKOt) or red (more abundant in cKOt). Numbers and percentages of differentially expressed lncRNAs are indicated at the top of the plot. (B) UMAP generated from lncRNAs in Ctrl and cKOt mice, ZT4. Nuclei are colored by sample (blue hues: Ctrl, red hues: CKOt). (C) Number of lncRNAs more abundant (*y*‐axis) vs. less abundant (*x*‐axis) in cKOt than in Ctrl mice at ZT4 in each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type. (D) Volcano plot of differential mRNA expression between cKOt and Ctrl at ZT4, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. mRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in blue (less abundant in cKOt) or red (more abundant in cKOt). Numbers and percentages of differentially expressed mRNAs are indicated at the top of the plot. (E) UMAP generated from mRNAs in Ctrl and cKOt mice, ZT4. Nuclei are colored by sample (blue hues: Ctrl, red hues: CKOt). (F) Number of mRNAs more abundant (*y*‐axis) versus less abundant (*x*‐axis) in cKOt than in Ctrl mice at ZT4 in each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type. (G) Volcano plot of differential lncRNA expression between cKOt and Ctrl at ZT16, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. lncRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in blue (less abundant in cKOt) or red (more abundant in cKOt). Numbers and percentages of differentially expressed lncRNAs are indicated at the top of the plot. (B) UMAP generated from lncRNAs in Ctrl and cKOt mice, ZT4. Nuclei are colored by sample (blue hues: Ctrl, red hues: CKOt). (H) UMAP generated from lncRNAs in Ctrl and cKOt mice, ZT16. Nuclei are colored by sample (blue hues: Ctrl, red hues: CKOt). (I) Number of lncRNAs more abundant (*y*‐axis) vs. less abundant (*x*‐axis) in cKOt than in Ctrl mice at ZT16 in each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type. (J) Volcano plot of differential mRNA expression between cKOt and Ctrl at ZT16, based on pseudo‐bulk analysis of the single‐nucleus (SN) dataset. mRNAs with significant fold changes (adjusted *p* < 0.05, threshold shown as dotted line) are highlighted in blue (less abundant in cKOt) or red (more abundant in cKOt). Numbers and percentages of differentially expressed mRNAs are indicated at the top of the plot. (K) UMAP generated from mRNAs in Ctrl and cKOt mice, ZT16. Nuclei are colored by sample (blue hues: Ctrl, red hues: CKOt). (L) Number of mRNAs more abundant (*y*‐axis) versus less abundant (*x*‐axis) in cKOt than in Ctrl mice at ZT16 in each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type.

We repeated the same differential expression analyses of lncRNAs and mRNAs between ZT4 and ZT16 or between cKOt and Ctrl using the DS dataset, which consisted of 16 RNA samples selected from our previously published renal circadian bulk RNA‐Seq experiment [26] that we had resequenced at higher depth (see Section 4) in order to enhance the detection of lowly expressed transcripts. RNAs with low expression were excluded from the analysis at the stage of *p*‐value adjustment. We required ≥ 5 read counts in > 50% of replicate samples of at least one of the experimental groups being contrasted. Even though the detailed lists of significantly differentially expressed genes differed between the SN and the DS datasets, the global expression patterns described above for the single‐nucleus transcriptome were confirmed in the RNA‐Seq transcriptome. Using four whole kidney samples per circadian time and genotype, we identified 222 lncRNAs (6.3%) and 1228 mRNAs (7.5%) that were differentially expressed between ZT4 and ZT16 (Figure S3A; Tables S8 and S9). Three core‐clock genes (*Cry1*, *Rorc*, and *Nr1d1*) ranked at the very top of differentially expressed genes. Three more (*Dbp*, *Nfil3*, and *Per2*) were among the top 25, indicating enrichment of clock genes in the top 25 differentially expressed genes (*p*‐value of Fisher's one‐tailed exact test = 5.167^−14^; Table S4). Moreover, we observed robust temporal asymmetry in differentially expressed lncRNAs, but not in mRNAs, with ~82% of lncRNAs upregulated at ZT4. We also found 180 lncRNAs (5.1%) and 1774 mRNAs (10.9%) that were differentially expressed between cKOt mice and Ctrl mice at ZT4 (Figure S3B), while at ZT16, 380 lncRNAs (10.8%) and 2556 mRNAs (15.7%) were differentially expressed between genotypes (Figure S3C). In cKOt, more lncRNAs were upregulated than downregulated at both available time points, whereas for mRNAs, this was not the case.

Altogether, these results indicate that a non‐negligible proportion of lncRNAs, just like mRNAs, are altered in their expression level during the circadian cycle and upon disruption of the renal tubular clock. Deregulated lncRNAs as well as mRNAs are restricted mainly to the epithelial compartment. Interestingly, unlike mRNAs, lncRNAs tend to be more abundant at ZT4 than at ZT16 in control mice.

### 2.3 Circadian Rhythmicity Patterns of Renal lncRNAs

To evaluate the extent to which renal lncRNA expression is governed by the intrinsic circadian clock, we reanalyzed our previously published [26] circadian transcriptomic data generated from cKOt and Ctrl mice kidney samples harvested over a 24‐h period at six circadian time points spaced 4 h apart (ZT0, ZT4, ZT8, ZT12, ZT16, ZT20). The results have been implemented on our circadian kidney website to facilitate exploration of data (https://bix.unil.ch/circadian‐kidney/). Differential rhythmicity analysis was performed using the R package dryR (see Section 4) to classify transcripts into five groups according to their rhythmicity patterns in Ctrl and cKOt mice: [1] nonrhythmic; [2] rhythmic only in Ctrl; [3] rhythmic only in cKOt; [4] same rhythmicity pattern in both genotypes; [5] distinct rhythmicity patterns between the two genotypes. Transcripts were left unassigned if none of the five rhythmicity models were clearly dominant (Figure 4A). Transcripts belonging to models 2, 3, and 5 (with lost, gained, or altered circadian rhythmicity in cKOt versus Ctrl) are likely affected by disruption of the molecular core‐clock, whereas transcripts in model 4 retain their rhythmicity regardless of whether the core‐clock in tubules is intact.

**FIGURE 4:**
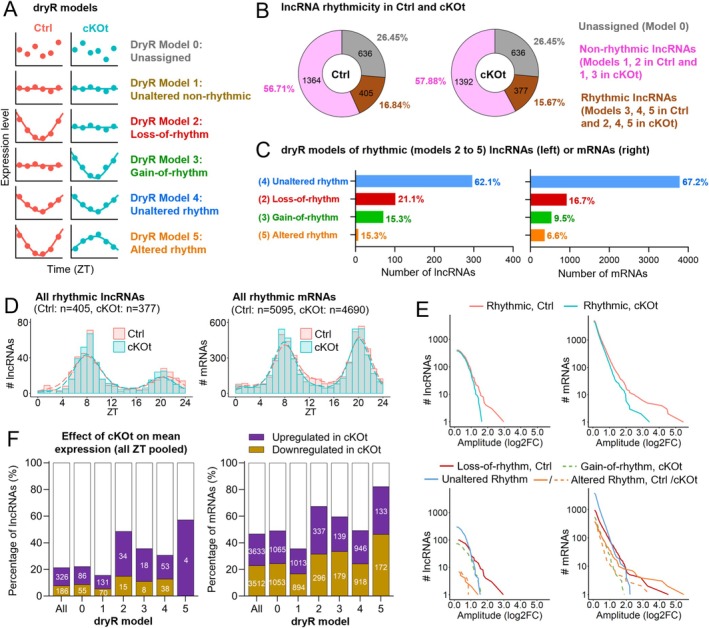
Circadian rhythmicity of renal lncRNAs and mRNAs in control and cKOt mice. (A) Circadian rhythmicity models across two genotypes. The dryR method assigns transcripts to one of its five models [1, 2, 3, 4, 5] using a Bayesian model selection strategy that considers expression data from both genotypes simultaneously to determine which RNAs are likely rhythmic in one, both, or neither genotype. For each transcript, sinusoidal curves and horizontal straight lines are fit to temporal expression data from both cKOt and Ctrl mouse genotypes; the model with the best fit across both (highest Bayesian Information criterion weight, BICW) is retained. Two models [4, 5] represent transcripts that are rhythmic in both genotypes: In Model 4, “unaltered rhythm”, both genotypes are fit by a sinusoidal with identical parameters; in Model 5, “altered rhythm”, acrophase, amplitude, or both differ between genotypes. Transcripts were left unassigned to any model if none of the five models had BICW > 0.65 (Model 0). (B) Numbers and percentages of rhythmic, nonrhythmic and unassigned lncRNAs in Ctrl and cKOt mice, based on dryR analysis, run with five replicate samples per genotype and six circadian time points (Zeitgeber Time, “ZT”). (C) Distribution of rhythmic lncRNAs (left) and mRNAs (right) among dryR Models 2 to 5. (D) Acrophase distributions of lncRNAs (left) and mRNAs (right) (rhythmic in Ctrl: Models 2, 4 and 5, red bars and red dashed line; rhythmic in cKOt: Models 3–5, blue bars and blue dashed line). Dashed lines are kernel density estimates. (E) Cumulative number of rhythmic lncRNAs (left) and mRNAs (right) as a function of oscillation amplitude. Top: Amplitudes of all transcripts rhythmic in Ctrl (Models 3–5) and in cKOt (Models 2, 4, 5). Bottom: Amplitudes per dryR model; dashed lines for cKOt (Models 3, 5); solid lines for Ctrl or both genotypes pooled (Models 2, 5; Model 4). Altered rhythm (model 5) has two separate lines for Ctrl and cKOt. (F) Number of renal lncRNAs (left) and mRNAs (right) significantly up or down in cKOt versus Ctrl mice. Differential expression analysis to compare genotypes was run using 30 samples per genotype, with a linear model that included a factor for genotype and a categorical control variable to adjust for circadian time points (R package *limma*). Significance threshold: Adjusted *p* < 0.05. Multiple testing correction method: Benjamini‐Hochberg. Column “All” (leftmost): Result from all transcripts. Columns 1–5: Result separated by circadian model from *dryR* analysis.

This analysis revealed that 16.8% of lncRNAs, as well as 33.3% of mRNAs, are rhythmic in Ctrl kidney. In cKOt samples, 15.7% of lncRNAs and 30.6% of mRNAs are rhythmic (Figure 4B; Tables S10 and S11). Figure 4C shows the distribution of transcripts across rhythmicity models 2–5. About two‐thirds (62.1%) of rhythmic lncRNAs were classified under model 4 with unaltered circadian rhythm between genotypes (“system‐driven” lncRNAs). A fifth (21.1%) lost their rhythmicity (model 2, “BMAL1‐driven”), whereas 15.3% were nonrhythmic in Ctrl and acquired a circadian rhythm in cKOt mice (model 3). Only a handful of renal lncRNAs (1.5%) retained circadian oscillations in both genotypes while showing amplitude changes, phase shifts, or both after *Bmal1* deletion (model 5). The distribution of rhythmic mRNAs among dryR models paralleled that of lncRNAs: about two‐thirds of them (67.2%) were assigned to model 4, with decreasing numbers in models 2, 3, and 5 (16.7%, 9.5%, and 7%, respectively).

The distribution of acrophases along the circadian time axis is bimodal for lncRNAs and mRNAs. However, in lncRNAs, a higher proportion of rhythmic transcripts shows a peak of expression around ZT8 (inactive phase for mice) than around ZT20 (active phase for mice). This is not observed in mRNAs, whose acrophases are equally distributed between active and inactive phases (Figure 4D). Phase distribution is largely preserved in cKOt for both lncRNAs and mRNAs. Figure S4 shows acrophase distributions per rhythmicity model and enables a more detailed comparison of oscillatory phases between Ctrl and cKOt. In the mice's active phase, the circadian time when most lncRNAs reach their expression peak varies by dryR model. In Ctrl mice, lncRNAs in model 2 (with loss of rhythm in cKOt) peaked predominantly between ZT22 and ZT23. In cKOt mice, lncRNAs in model 3 (with acquired rhythm) peaked earlier, between ZT19 and 20. In model 4 (identical phase in both genotypes), the majority of lncRNAs peaked between ZT 20 and 21, corresponding to the histogram peak for mRNAs, which was stable across the three rhythmicity models 2 to 4.

As shown in Figure 4E, rhythmic lncRNAs display lower amplitudes than rhythmic mRNAs in Ctrl mice. Moreover, both rhythmic lncRNAs and mRNAs globally display lower amplitudes in cKOt than in Ctrl, which can be attributed to the loss of rhythmicity of RNAs of both types whose amplitudes were high in Ctrl (Model 2, red lines). Interestingly, lncRNAs that were rhythmic only in cKOt (Model 3, green line) display amplitudes comparable to those rhythmic in both genotypes (Model 4, blue line), whereas in mRNAs, Model 3 transcripts had lower amplitudes than Model 4 transcripts. Conversely, lncRNAs whose rhythmicity is retained but modulated in cKOt mice (Model 5, orange lines, solid and dashed) display similarly low amplitudes in both genotypes, while the amplitudes of mRNAs in Model 5 were different between the genotypes and higher than those of lncRNAs.

Since our previous work showed that *Bmal1* deletion affects not only the circadian rhythmicity of RNAs but also their mean expression levels across all circadian time points, we performed differential expression analysis of lncRNAs and of mRNAs in the Circ dataset, comparing all 30 cKOt versus 30 Ctrl samples. Our results indicate significant differential expression (adjusted *p* < 0.05) between the two genotypes in about 20% of lncRNAs and 45% of mRNAs. These percentages are even higher for transcripts that are rhythmic in one or both genotypes (models 2 to 5; 30%–50% of lncRNAs and 45%–80% of mRNAs), suggesting a link between rhythmicity and differential expression. About two‐thirds of affected lncRNAs were upregulated in cKOt mice, while mRNAs were downregulated as often as upregulated (Figure 4F).

## 3 Discussion

Our study described and compared the diversity and distribution as well as the circadian regulation of lncRNA and mRNA expression in the kidney of male mice at the single‐cell scale. Using snRNA‐seq, we detected a few hundred to a few thousand distinct annotated lncRNAs in each cell type we investigated. The lncRNAs found in each cell type consistently represented smaller proportions of the total number of lncRNAs than the corresponding proportions of mRNAs. Also, individual lncRNAs were, on average, restricted to fewer cell types than mRNAs, many of which are broadly expressed or ubiquitous across cell types. Nevertheless, the number of distinct lncRNAs per cell type is strongly correlated with the number of distinct mRNAs: some cell types are rich in both (including MD, PST, and bIC), and others are poorer (most notably, all immune cell types and the vasculature). We observed that the low expression of the majority of renal lncRNAs, which is consistent with findings in other organs [7], may, to a large extent, explain their higher cell‐type specificity compared to mRNAs. For both lncRNAs and mRNAs, cell‐type specificity and abundance are negatively correlated, but the proportion of lowly expressed (and consequently, the proportion of highly cell‐type specific) mRNAs is much smaller than it is for lncRNAs. A small subset of lncRNAs in our data was strictly limited to a single cell type (podocytes, MD, or beta‐intercalated cells), with no stray read counts detected in other cell types. All of them had only a handful of sequenced reads, summed across all cells from several samples, even in the cell type where they were present. In contrast, among the lncRNAs with higher expression levels that were concentrated in just one or in a few cell types, some reads were also found in other cell types. Determining whether these extra reads reflect functional activity or represent transcriptional or technical noise will continue to pose experimental challenges. Interestingly, a growing number of cell‐type–specific lncRNAs are reported to exert important functions despite low abundance, even in the cell types where they are enriched, and are being investigated as potential therapeutic targets [38, 39, 40]. For instance, Wisper and Fixer (described in the literature but currently not annotated in GENCODE or RefSeq) are expressed at low levels in cardiac fibroblasts and myofibroblasts but play key roles in cardiac fibrogenesis and tissue remodeling [41, 42]. Clustering analysis of lncRNA expression profiles sufficed to categorize renal cells into cell types, albeit less precisely than cell clustering based on mRNA expression. Aghagholzadeh et al. [42] have shown the same for the heart: lncRNAs alone can differentiate between cardiac cell types, although not quite as well as mRNAs alone, nor combined data comprising both. Considering the lower number of available features in lncRNAs and their generally much lower expression, which tends to produce less clear‐cut expression profiles, this level of cell‐type separability by lncRNAs is a relevant result that could not be counted upon a priori. Given that kidneys comprise dozens of highly differentiated cell types, adding selected lncRNAs to canonical marker gene lists used for cell‐type identification could prove valuable for single‐cell studies [31].

We characterized and compared the circadian rhythmicity of renal lncRNAs and mRNAs under physiological conditions and after disruption of the circadian clock in renal tubules. We observed a similar fraction of lncRNAs and mRNAs whose expression levels differed significantly between two circadian time points, one in the light phase (ZT4) and the other in the dark phase (ZT16). Our time‐resolved circadian RNA‐seq analysis revealed that 17% of lncRNAs and 33% of mRNAs are rhythmic in healthy murine kidney (Ctrl genotype), with mRNAs showing the highest amplitudes. This aligns with recent studies reporting rhythmicity in 5%–10% of detected lncRNAs in zebrafish larvae [43] or in mouse tissues [44, 45, 46]. In the kidney, rhythmic transcripts generally peak either in the middle of the inactive (light) phase (ZT4–ZT8) or in the middle of the active (dark) phase (ZT16–ZT20) [26]. Intriguingly, we observed that rhythmic lncRNAs peak preferentially during the inactive phase of the mice, unlike mRNAs. This light‐phase–skewed asymmetry seems to be mainly driven by a set of lncRNAs in the proximal segments of the tubule (PCT, PST) and in the TAL.

Only a handful of studies have explored the relationship between core‐clock components and the expression levels of rhythmic lncRNAs. Overall, these studies suggest that circadian oscillations in lncRNA expression may be partly driven by the core‐clock mechanism, as previously observed for mRNAs. Indeed, rhythmic lncRNAs possessing E‐box (enhancer box), D‐box (DBP box), or RORE response elements targeted by core‐clock transcription factors near their promoter regions have been experimentally validated or bioinformatically predicted in a few studies. Fan et al. [45] found that most loci of rhythmic lncRNAs in murine liver are bound by BMAL1 and REV‐ERBβ. Other studies demonstrated that specific rhythmic murine lncRNAs, such as *Platr4* in the liver and *AK028245* in the spleen, are upregulated when the core‐clock genes *N1rd1* (alias *Rev‐erb‐a*) and *Clock*, respectively, are knocked down [47, 48]. In the human kidney, ADIRF‐AS1 is rhythmic, and its promoter has been identified as a direct target of BMAL1 in U2OS cells [49]. In addition, some lncRNAs exhibit rhythms activated or modulated by light, whereas others have been shown to depend on the local clocks in peripheral organs [44, 45, 50]. In our study, 29% of lncRNAs and 22% of mRNAs that were rhythmic in the kidneys of Ctrl mice (Models 2, 4, 5) lost their rhythmicity in cKOt (Model 2), while 13% of lncRNAs and 13% of mRNAs that were nonrhythmic in Ctrl (Models 1, 3) became rhythmic in the absence of a functional tubular circadian clock (Model 3). The proportions of transcripts losing or acquiring circadian rhythms were thus similar in lncRNAs and mRNAs. Loss of rhythmicity in cKOt primarily affects transcripts with high amplitudes in Ctrl mice, indicating that high‐amplitude circadian oscillations of expression levels are more often clock‐driven rather than system‐driven in the kidney. On the other hand, transcripts that acquire rhythmicity in cKOt display amplitudes similar to or lower than those of transcripts whose circadian rhythms are not affected by genotype. As expected, the observed changes in rhythmicity are mostly limited to the tubular cell types in which the circadian clock is impaired. The distribution of acrophases of rhythmic lncRNAs along the circadian cycle is bimodal, with a larger number peaking in the light phase. Interestingly, this asymmetry toward the mice's inactive phase is observed in both Ctrl and cKOt, even for the lncRNAs that acquire rhythms following *Bmal1* inactivation (Model 3), indicating that it is a clock‐independent trend driven by systemic (cell‐extrinsic) time cues. In this vein, Park & Belden observed significant changes in histone 3 lysine 9 trimethylation (H3K9me3) levels between ZT4 and ZT16 at thousands of genomic loci in the zebrafish brain. Strikingly, these epigenetic DNA modifications associated with lowly transcribed heterochromatin were more abundant at ZT16 in young, healthy animals at both coding and noncoding loci. Gene expression generally showed the opposite pattern compared to H3K9me3 enrichment, as expected. This work suggests that the circadian rhythmicity of lncRNAs might be partly controlled through chromatin remodeling [13]. Finally, we found that the mean expression levels (averaged over 24 h) of many lncRNAs as well as mRNAs are significantly altered in cKOt mice compared to Ctrl, and this is even more frequent for rhythmic than for nonrhythmic transcripts. However, whereas renal mRNAs are equally likely to be upregulated or downregulated upon molecular clock disruption, lncRNAs are more often upregulated. This suggests that the cell‐intrinsic circadian clock not only modulates the rhythmicity but also decreases the expression of many lncRNAs.

Interestingly, some lncRNAs were found to be involved in circadian rhythm regulation [50]. Thus, among 424 rhythmic lncRNAs in the mouse kidney, Fan et al. demonstrated that *lnc‐Crot* is directly regulated by BMAL1 and REV‐ERBα and spans a super‐enhancer region, which in turn may help regulate the rhythmic expression of other genes. The lnc‐Crot locus forms chromatin loops to several other distant loci on the same chromosome, recruits clock transcription factors in physical proximity to these other sites, and raises the likelihood of rhythmic expression of genes near these sites. In the same study, hundreds of oscillatory lncRNAs were found to overlap with enhancer or super‐enhancer DNA motifs as well [45].

Among the lncRNAs that were rhythmic and/or regulated by the circadian clock in our datasets, only a handful have well‐established functions. Among them, *Gas5*, a known repressor of the glucocorticoid receptor [51], gains rhythmicity in cKOt mice, with its highest expression measured at ZT16. Considering the major effect of the glucocorticoid receptor's activation on peripheral clocks [52], the acquired Gas5 rhythmicity upon clock disruption might contribute to perturbations in the rhythmicity of the renal transcriptome in cKOt mice. *Gas5* has also been shown to interfere with renal apoptosis and fibrosis by modulating multiple miRNA pathways [53, 54, 55, 56], suggesting that *Gas5* modulation in cKOt mice might affect their ability to cope with kidney injury. Of note, the lncRNA *Neat1*, which is involved in numerous pathological conditions and contributes to acute kidney injury [57, 58], also gains rhythmicity in cKOt mice, with a similar peak time as *Gas5*. Finally, among lncRNAs with significantly different mean expression levels between cKOt and Ctrl (averaged over 24 h), *HK1os* is 30% more abundant in cKOt. This observation is of particular interest because HK1os is transcribed on the opposite strand of the HK1 gene that encodes the glycolytic hexokinase enzyme. Thus, *HK1os* upregulation might play a role in the reduced renal glycolysis (accompanied by increased renal gluconeogenesis) observed upon tubular clock disruption that we have previously described [30, 59]. However, it remains essential to recognize that the mechanistic roles of lncRNAs often vary between cell types and depend on their expression levels and subcellular localization [5, 60]. Functional descriptions must be contextualized, and a priori generalizations to other cell types, tissues or organs should be avoided. In line with these considerations, establishing causal roles for the lncRNAs highlighted in this study will require functional perturbation, for instance using antisense oligonucleotides or CRISPR interference approaches [61].

While our findings provide new insights into the expression landscape of lncRNAs in the kidney and raise new questions for future investigation, they should be interpreted with respect to certain limitations inherent to our experimental design. First, our single‐nucleus transcriptomic analysis was performed on isolated nuclei. Single‐nucleus RNA‐seq is a suitable approach for lncRNA profiling, as many lncRNAs are enriched in the nucleus [7, 62, 63]. In the kidney, this method helps minimize dissociation‐induced biases known to affect conventional sRNA‐seq [64]. However, studies have highlighted that the cytoplasm harbors a large population of lncRNAs as well [63, 65], including preferentially cytoplasmic ones, which are not captured in our nuclear data. Second, the evolutionary conservation of lncRNAs is limited, and many are known to be species‐specific [12]. As such, caution should be exercised when extrapolating our findings from mouse to human, particularly with regard to the functional relevance of specific lncRNAs in renal circadian regulation. Third, only male mice were included in our experiments, and our findings may not be generalizable to females. Indeed, sex‐specific differences in BMAL1 transcriptional effects [66] and in lncRNA expression [67] have been reported in other contexts, and there is mounting evidence of sex‐specific differences in circadian physiology [68]. In the latter study, a large‐scale analysis of circadian transcriptomic data from more than 40 human tissues revealed that the number of rhythmic genes is approximately twofold higher in women than in men. Furthermore, distal tubule deletion of Bmal1 in the mouse kidney has differential impact on males and females [69]. Altogether, these data suggest that the repertoire of rhythmic lncRNAs, as well as their abundance, might differ in female compared to male mouse kidneys.

Fourth, describing and quantifying lncRNA expression trends globally for a tissue is aiming at a moving target. We have shown that RNA‐seq enables the detection of reads from up to 7553 of the 11 608 sequences categorized as lncRNAs in the Ensembl annotation of the mouse genome that we used (Grcm 39, Release 110). Given that Ensembl currently contains only a fraction of all lncRNAs (by comparison, the NONCODEV6 database, which merges data from several databases and annotation sources including Ensembl, contained 131 974 mouse lncRNA transcripts at its last update in 2021 [70]), these numbers suggest that tens of thousands of lncRNAs might be expressed in the kidney. Limiting ourselves to RNAs found in a standard annotation has the advantages of (a) expert curation of the loci to which our reads were mapped (the genome assembly and experimental sequence evidence must be available, filtering criteria must be met), and (b) better reproducibility of our findings (www.ensembl.org). However, this decision naturally excluded a much larger number of lncRNAs from our count statistics than would relying on a de novo assembly or on sequence reference data from less strictly curated sources such as Ensembl. Fifth, an open question, which, to our knowledge, has not been widely discussed, is whether the lower prevalence and higher specificity of diurnal rhythms in lncRNAs compared to mRNAs is to some extent an artifact due to low expression, similar to the elevated cell‐type specificity of lncRNAs. The low number of read counts in many lncRNAs could inflate false negatives, as curve fitting will carry more uncertainty. Finally, although BMAL1 is a core component of the circadian clock, it also acts as a transcription factor and translation factor with clock‐independent functions [71]. Moreover, the circadian clock relies on several regulatory loops, and even in the absence of one component, such as BMAL1 in our work, some RNAs whose rhythmicity depends on the cell‐intrinsic clocks in renal tubules might remain oscillatory [72]. Therefore, the transcriptional effects observed in our *Bmal1* knockout model may not exclusively and fully reflect changes induced by circadian clock disruption, and comparisons with additional genetic or environmental models of clock perturbation would be valuable.

## 4 Methods

Additional details are presented in Supplemental Methods.

### 4.1 Sex as a Biological Variable

Male mice were examined because we relied on RNA samples and sequencing data from our previous study performed solely on males [26]. We address this limitation in Section 3.

### 4.2 Animal Experiments

Experiments were performed on male Bmal1^lox/lox^/Pax8‐rtTA/LC‐1 mice (referred to as cKOt) and Bmal1^lox/lox^ (referred to as Ctrl) as previously described [26]. After conditional inactivation of *Bmal1* (*Arntl*) in the cKOt genotype, mice were kept in circadian boxes under 12‐h light/12‐h dark cycles for 2 weeks before sacrifice at 14 weeks of age. Experimental timeline, euthanasia and kidney sample preparation are documented in Supplemental Methods.

### 4.3 Renal Nuclei Isolation and snRNA‐Seq

Renal nuclei were isolated, DAPI‐labeled and sorted (see Supplemental Methods), then encapsulated using Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (Dual Index) (10X Genomics). GEM generation, cDNA amplification and library preparation were performed according to the manufacturer's protocol. Sequencing was performed on an Illumina NovaSeq 6000 v1.5 flow cell with recommended settings. Around 10 000 nuclei were recovered per sample (Table S12). A total of 12 240 million reads were generated to reach a sequencing depth of ~150 000 reads per cell in each sample. Data were demultiplexed using bcl2fastq2 (v2.20, Illumina) and primary data analysis performed with Cell Ranger (v7.1.0, genome reference: refdata‐gex‐mm10‐2020‐A, 10X Genomics).

### 4.4 RNA‐Seq of Whole Kidney Samples

Existing RNA libraries were resequenced on an Illumina NovaSeq 6000 to a depth of 320 to 573 million reads per sample (Table S12). Reads were aligned to Grcm 39, Ensembl Release 110. Technical details are given in Supplemental Methods.

### 4.5 Experimental Design

We produced three renal transcriptomics datasets from cKOt and Ctrl mice. **SN**. Single nuclei were obtained from eight animals: two replicates per genotype from two circadian time points, ZT4 and ZT16 (4 h after light/resting phase onset, and 4 h after dark/active phase onset). Circ—Bulk RNA‐Seq, reused from prior work, comprised samples from 60 animals: five replicates per genotype from six circadian time points. DS—A subset of 16 RNA libraries, with four replicates per genotype from the two time points ZT4 and ZT16, was resequenced more deeply (see above) and used as an additional dataset.

### 4.6 Data Analysis

Data analyses were run in R (v4.3.1 and v4.3.2). Single‐nucleus data were processed using Seurat (v5.1.0), with cell‐type assignment executed manually. Table S13 and Figures S5 and S6 show the marker genes used. Comprehensive analysis details, including data thresholds, domain‐specific definition of the Gini coefficient and detailed Seurat workflows, are provided in Supplemental Methods. *Statistics*—Differential expression analyses were conducted with the R Bioconductor packages *DESeq2* (v1.40.2, DS dataset and v1.42.1, SN dataset) and *limma* (v3.56.2, Circ dataset). All statistical models included two genotypes and either two or six time points, depending on the dataset. Contrasts of interest comparing genotypes or time points were extracted from the models. *p*‐values were adjusted for multiple testing by the Benjamini‐Hochberg method. Adjusted *p* < 0.05 was considered statistically significant. Circadian analyses were performed with the R package dryR (v1.0.0), which classified transcripts into one of five circadian models using a Bayesian approach. Transcripts were assigned to a circadian model if they passed the threshold BICW > 0.65. Further details regarding both analyses are available in Supplemental Methods.

### 4.7 Study Approval

Animal experiments were approved by the Swiss cantonal (Vaud) and federal veterinary authorities (authorization #3488d to DF).

## Author Contributions

**Fanny Durussel:** investigation. **Yohan Bignon:** conceptualization, investigation, data curation, formal analysis, writing – original draft, writing – review and editing. **Leonore Wigger:** conceptualization, investigation, data curation, formal analysis, writing – original draft, writing – review and editing. **Muriel Auberson:** investigation. **Dmitri Firsov:** conceptualization, funding acquisition, writing – review and editing.

## Funding

This work was supported by the Swiss National Science Foundation, 320030‐231189.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Number of nuclei per cell type.

**Table S2:** Gini coef lncRNA vs. mRNA *t*‐test.

**Table S3:** SN pseudobulk DESeq2 mRNA.

**Table S4:** Clock gene enrichment in DESeq2 by Fisher tests.

**Table S5:** SN pseudobulk DESeq2 lncRNA.

**Table S6:** Number of DE lncRNA and mRNA per cell type ZT16vsZT4.

**Table S7:** Number of DE lncRNA and mRNA per cell type cKOt vs. Ctrl.

**Table S8:** DS DESeq2 lncRNA.

**Table S9:** DS DESeq2 mRNA.

**Table S10:** Circadian data stat results lncRNA.

**Table S11:** Circadian data stat results mRNA.

**Table S12:** Sequencing depth SN and DS.

**Table S13:** Marker genes for cell type annotation.

**Data S1:** Supporting data values: All data underlying figures provided in the manuscript.

**Data S2:** Supplemental methods.
**Figure S1:**: Diversity and specificity of lncRNAs in renal cells.
**Figure S2:**: Cell types in UMAPsof lncRNAs and mRNAs, split by ZT.
**Figure S3:**: Effects of circadian time and the circadian clock on renal lncRNA and mRNA expression in deeply sequenced bulk RNA‐seq data.
**Figure S4:**: Acrophase distribution of renal lncRNAs and mRNAs per dryR rhythmicity model.
**Figure S5:**: Renal marker genes delineating cell types of the nonimmune compartment.
**Figure S6:**: Renal marker genes delineating cell‐type groups of the immune compartment.

## Data Availability

Data underlying figures are provided in supporting data values (Data S1). RNA‐Seq data are available on the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). Accession numbers: GSE331333 (SuperSeries for three datasets); SubSeries: GSE331323 (DS data), GSE331332 (SN data), and GSE331330 (Circ data). Selected results and circadian expression profiles of lncRNAs and mRNAs can be perused on the project website (https://bix.unil.ch/circadian‐kidney/). Feature plots of 273 known marker genes that were screened for cell type annotation, as well as Tables [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], [Link], were deposited on Zenodo under DOI: https://doi.org/10.5281/zenodo.20358692.

# Supplementary material for: Expression Landscape and Circadian Regulation of lncRNAs in the Kidney
**Source:** Acta Physiol (Oxf). 2026 Jul 3;242(8):e70273. doi: 10.1111/apha.70273
**Supplement:** Supplementary file 15 — Data S2: Supplemental methods. Figure S1:: Diversity and specificity of lncRNAs in renal cells. Figure S2:: Cell types in UMAPsof lncRNAs and mRNAs, split by ZT. Figure S3:: Effects of circadian time and the circadian clock on renal lncRNA and mRNA expression in deeply sequenced bulk RNA‐seq data. Figure S4:: Acrophase distribution of renal lncRNAs and mRNAs per dryR rhythmicity model. Figure S5:: Renal marker genes delineating cell types of the nonimmune compartment. Figure S6:: Renal marker genes delineating cell‐type groups of the immune compartment.

# Expression landscape and circadian regulation of lncRNAs in the kidney

Leonore Wigger, Fanny Durussel, Dmitri Firsov and Yohan Bignon

## SUPPLEMENTAL METHODS

**Animal experiments.** Experiments were performed on *Bmal1*<sup>lox/lox</sup>/Pax8-rtTA/LC-1 mice (referred to as cKOt mice) and *Bmal1*<sup>lox/lox</sup> (referred to as Ctrl mice) bred on the C57BL/6J background. Mice were maintained on a 12-hour light/12-hour dark cycle with *ad libitum* access to drinking water and a standard chow diet (KLIBA NAFAG diet 3800). To induce Cre recombinase expression and inactivation of the *Bmal1* (*Arntl*) gene in renal tubules, eight-week-old cKOt mice and their Ctrl littermates were exposed to 2 mg/ml of Doxycycline and 20 mg/ml sucrose in their drinking water for 14 days. At 10 weeks of age, the mice were taken off Doxycycline and maintained without treatment for two weeks. At 12 weeks, they were transferred to circadian boxes with individually programmable light cycles. Light on/off times were adjusted relative to the planned ZT of kidney harvesting to enable sacrifice at 11 am. For example, for mice scheduled for sacrifice at ZT 4, the light phase began at 7 am. All mice underwent two weeks of circadian entrainment in the boxes. At 14 weeks of age, the mice were deeply anesthetized by intraperitoneal injection of 10 mg/kg xylazine (Rompun, Bayer) and 100 mg/kg ketamine (Ketanarkon, Streuli) and euthanized by intracardiac perfusion. Blood was flushed from the tissues by intracardiac injection of PBS supplemented with 30 mM KCl and 0.01% heparin (Sigma-Aldrich, ref. H3149). Both kidneys were harvested, sliced, flash-frozen in liquid nitrogen and stored at -80 °C. For the bulk RNA-seq experiment, the kidneys were bisected transversely, and one half of the left kidney was used for RNA extraction. For the single-nucleus experiment, the kidneys were decapsulated and cut transversely to yield central cross-sections of about 25 mg each, containing cortex, outer medulla and inner medulla. One section was used to verify *Bmal1* inactivation by PCR and electrophoresis, while nuclei were isolated from the other section.

**Renal nuclei isolation.** Frozen renal slices were immersed in 2 mL of ice-cold lysis buffer (Sigma-Aldrich, ref. NUC-101) supplemented with RNase inhibitors (RNasin, Promega, ref. N2615 at 100 U/mL, and RiboLock RNase Inhibitor, Thermo Fisher, ref. EO0384 at 50 U/mL) and a cocktail of protease inhibitors (Mini cOmplete ULTRA Tablets, Roche, ref. 5892791001; 1 tablet per 8 mL of buffer). Renal tissue was then homogenized at -20 °C for 2.5 minutes using a TissueLyser (Qiagen) and stainless-steel beads (Qiagen, ref. 69989, 5 mm) set at high speed (25 Hz; 1,500 oscillations per second) to disrupt cell plasma membranes. An additional 2 mL of ice-cold lysis buffer was added to the lysate. To separate intact cells and debris from isolated nuclei, the lysate was filtered through a 40 µm cell strainer (Sigma, Corning cell strainer, ref. CLS431750) and centrifuged at 4 °C for 5 minutes at

500 × g. The pellet was resuspended in 2 mL of ice-cold lysis buffer (Sigma-Aldrich, ref. NUC-101), incubated on ice for 5 minutes, and centrifuged at 4 °C for 5 minutes at 500 × g. It was then gently resuspended in 1.2 mL of ice-cold resuspension buffer (phosphate-buffered saline supplemented with 2% bovine serum albumin, RNasin, and RiboLock RNase inhibitors) and purified by gravity filtration through four 20 µm cell strainers (pluriSelect, pluriStrainer Mini 20 µm, ref. 43-10020-40; one strainer per 300 µL of nuclei suspension). DAPI was added at a final concentration of 1 µg/mL, and nuclei were counted using a fluorescence microscope. To limit contamination with ambient RNAs derived from disrupted nuclei or from cells' cytoplasm, and to eliminate nuclei with compromised membranes, doublets or clumps, we sorted 50,000 DAPI-labelled nuclei from the nuclei solution. Nuclei were sorted on a MoFlo Astrios EQ cell sorter (Beckman Coulter) using a 50 µm nozzle tip at a sheath pressure of 70 psi. Sorted nuclei were collected in ice-cold resuspension buffer. The number of nuclei passing the cell sorter was kept low (30–60 events per second) to reduce contamination with ambient RNA further. To assess nuclei concentration, nuclei suspensions were diluted 40-fold, stained with propidium iodide (PI) and counted using a Moxi V cell counter (Orflow).

**RNA Sequencing.** RNA libraries for the SN and DS datasets were sequenced on a NovaSeq 6000 v1.5 (Illumina) following the manufacturer's recommendations. Paired-end reads were obtained.

**Bulk RNA-seq data processing.** The FASTQ files from the **Circ** dataset, which we previously published (1), were reprocessed for this work, and the **DS** data, generated by deeper sequencing of a subset of the same RNA libraries, were processed using the same pipeline. Initial preprocessing and quality control were performed with the command-line tool fastp (v0.23.2). Several filtering options were used to trim reads and to discard low-quality reads:

```
fastp \
--in1 $R1 --out1 $R1CLEAN \
--in2 $R2 --out2 $R2CLEAN \
--length_required 35 \
--adapter_sequence=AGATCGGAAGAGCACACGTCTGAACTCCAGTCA \
--adapter_sequence_r2=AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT \
--cut_mean_quality 15 \
--cut_right \
--correction \
--trim_poly_g \
--trim_poly_x \
--n_base_limit 5 \
```

The minimum read length required was set to 35 (--length\_required 35); adapters were trimmed by the default overlap analysis, with Illumina adapter sequences supplied for cases where this fails; trimming of low-quality bases was performed with a sliding window approach, requiring a mean quality phred score of 15 across a sliding window of default size 4 and dropping the bases in the window and to its right otherwise (--cut\_mean\_quality 15, --cut\_right); base correction in overlapped regions of paired ends was enabled; polyG and polyX tails were trimmed (--trim\_poly\_g, --trim\_poly\_x); and reads with >5 “N” base calls were removed (--n\_base\_limit 5).

Alignment to the Ensembl genome *Mus\_musculus.GRCm39.110* was performed with the command-line tool RSEM (v1.3.3), using the STAR method (--star). Gene count matrices from RSEM were used for downstream analyses.

**Cell-type assignment in single-nucleus data.** Single-nucleus data was processed using the R package Seurat (v5.1.0) in R (v4.3.2). The SN dataset comprised eight samples from eight mouse individuals, with two replicate mice per experimental condition (Ctrl-ZT4, Ctrl-ZT16, cKOt-ZT4, cKOt-ZT4). Initial filtering required that each feature be expressed in at least three cells, that each cell had at least 500 expressed features (nFeature\_RNA) and 800 feature counts (nCount\_RNA), and no more than 2% mitochondrial RNA. Mitochondrial genes were removed. Seurat normalization (division by the sum of reads per cell) was applied with default settings. All principal component analyses (PCA) were run on the 2'000 most variable features selected by the vst method.

Cell types were identified manually in a multi-step approach, relying on both computational analyses and biological expertise.

1. We generated UMAPs from all eight samples, using only protein-coding genes, testing a range of numbers of principal components from PCA (20-1000). We proceeded with the UMAP generated from 1000 principal components, chosen to retain roughly 80% of the variance and to optimize visual separation of cell types, especially for rare populations.
2. We decided not to use Seurat's built-in data integration step for combining multiple samples. The data points from all samples were well superimposed across most regions of the UMAPs, and we interpreted the limited areas showing separation between samples as reflecting actual, biologically relevant differences in gene expression.
3. We generated 347 individual feature plots of previously known marker genes, visualizing their expression levels (available on Zenodo, DOI: 10.5281/zenodo.20358692). We included all 265 marker genes listed in (2), a resource and review paper on mouse kidney cell types, and added eight additional well-known markers from studies of mouse and human kidneys (Atp16b, Crip1, Slc34a3, Aqp7, Slc5a1, Adgrf1, Rhcg).. We included all marker genes listed in (2), a review paper on mouse kidney cell types, and added several additional well-known markers from studies of mouse and human kidneys.
4. We looked through all feature plots to manually draw approximate boundaries between cell types with known markers into the UMAP (with pen on paper printouts). Supplemental File S13 provides a curated set of 131 markers that were specific to or strongly over-expressed in distinct UMAP regions. Certain cell types were not sufficiently differentiated in the UMAPs to allow separate annotations (for example, mesangium and pericytes could not be distinguished and were lumped into a single cell category, as were all cell types of the vasculature). In contrast, other cell types could be subdivided more finely, in particular those of the distal renal

tubule (for example, the cortical and medullary parts of the collecting duct, MCD and CCD, were distinguishable and labeled as two different cell types). Because the epithelial cell types that make up the renal tubule form a continuum, drawing boundaries between them is somewhat arbitrary. This reflects the biological reality of intermediate cell types found between different tubule segments. We settled on 21 cell types, some of which were categories of a few very similar cell types, and manually labeled the point clouds delineated in the UMAP with cell-type names.

5. We performed unsupervised clustering analysis in Seurat with a range of resolutions. We retained the clustering resolution 2.2, which fit well with the manually drawn cell-type boundaries, and labeled the clusters with cell-type names. For some cell types, we merged multiple clusters. Seven clusters could not be assigned to any cell type and were labeled N/A. In addition, some clusters included small “satellite” point clouds in the UMAP, where we had doubts about whether they belonged to the same cell type. We excluded three such satellites from their respective clusters using Seurat’s cell selector tool: two small satellites of the SMC/JCG cluster were excluded because the key marker gene *Ren1*, which encodes the highly specific protein Renin, was not expressed in them, and one small satellite of the myeloid cluster was excluded as it jumped between two different immune cell clusters at different clustering resolutions (myeloid immune cells and TC/NK) and shared markers with both.
6. We performed differential expression analysis with the function FindAllMarkers, comparing gene expression in each cluster against that in all other clusters combined. We checked the top differentially expressed genes with the highest fold change and smallest p-values. This analysis allowed us to identify one of the unlabelled clusters as urothelium, based on strong overexpression of *Upk1b*, a well-known supported by strong overexpression *Upk1b*, a known marker gene that that had not been in our initial marker list.
7. After these manual modifications, the cell type assignment obtained from mRNA expression across all eight samples was considered definitive and applied in all subsequent analyses performed with mRNAs or with lncRNAs. Dot plots representing relative expression levels and percentage of expressing cells per cell type are available in Figures S5 and S6.

For UMAP generation from lncRNAs alone, 640 principal components were used, capturing about 83% of the data variance when all eight samples were used, and 78% of the variance when only the four Ctrl samples were included. For mRNAs, the variance that was captured by the first 1000 principal components remained at 80% regardless of whether PCA was performed on all eight samples or on the four Ctrl samples only.

***The Gini coefficient as a measure of cell-type specificity.*** The Gini coefficient is a well-established tool in economics for quantifying income (or wealth) inequality among a nation's or geographic region's inhabitants. It was initially proposed by the statistician Corrado Gini in 1912 (3). A Gini coefficient of 0 signifies perfect equality, where all individuals have the same income. A Gini coefficient of 1 means that a single individual has all the income and the others have none. The Gini coefficient represents the degree to which an income distribution deviates from an equal distribution. It has a geometric definition based on the Lorenz curve, a curve derived from empirical data that plots cumulative income against population percentiles. It is defined as twice the area between the Lorenz curve and the diagonal line that represents perfect equality. Here, a variant of it is used to quantify the cell-type specificity of genes. Instead of assessing income distribution among people (which allows comparisons between nations), we assess read count distribution among cell types (which allows comparisons between genes). In place of income received by an individual, we define the basic value as the proportion of cells within a cell type that express a gene with  $\geq 1$  read count. In our case, a Gini coefficient of 1 signifies maximal cell-type specificity: a gene's expression is entirely restricted to a single cell type. A Gini coefficient of 0 indicates that all cell types have equal proportions of cells expressing the gene. The following examples illustrate Gini coefficient thresholds:

- If **80%** of income is with **20%** of a population, the Gini coefficient for this population is at least  $(0.8-0.2) = \mathbf{0.60}$
- If **80%** of cells expressing a gene come from 1 cell type out of 20 (**5% of cell types**), the Gini coefficient for this gene is at least  $(0.8-0.05) = \mathbf{0.75}$
- If **95%** of cells expressing a gene come from 1 cell type out of 21 (**5.0476% of cell types**), the Gini coefficient for this gene is at least  $(0.95-5.0476) = \mathbf{0.902}$

The Gini coefficient in its original form (2x the area between the Lorenz curve and the equality line) is downward-biased for small sample sizes. A simple adjustment has been proposed (4): multiplying the Gini coefficient by  $n/(n-1)$ . This brings the Gini index to a measure ranging from exactly 0 to exactly 1. It diminishes the first-order bias: Typically, less than 5% bias remains for sample sizes between 5 and 10. In our study, we used the Gini() function implemented in the R package DescTools (0.99.58), which applies this adjustment by default. Our sample size is  $n=21$  (number of cell types), and the Gini coefficients were thus multiplied by  $21/(21-1) = 1.05$  to unbiased them.

***Differential Expression Analysis.*** For the SN dataset, pseudo-bulk read count tables with one column per sample and one row per lncRNA or mRNA were generated using the standard procedure, summing the read counts for each gene over all cells in that sample. SN pseudo-bulk read counts and DS bulk read counts were analyzed in the same way with the R Bioconductor package *DESeq2* (v1.40.2, DS

dataset and v1.42.1, SN dataset). The DESeq function, which performs data normalization and a Wald significance test assuming a negative binomial distribution, was applied to the full, unfiltered read count matrices, using default parameters. No beta prior was used (betaPrior=FALSE). In each data set, two separate, identical analyses were then run on lncRNAs and mRNAs. Four contrasts were extracted from the statistical model for pairwise comparisons of experimental groups:

ckOt\_ZT04 vs. Ctrl\_ZT04 (the genotype effect at ZT04)  
ckOt\_ZT16 vs. Ctrl\_ZT16 (the genotype effect at ZT16)  
Ctrl\_ZT16 vs. Ctrl\_ZT04 (the time effect for Ctrl)  
ckOt\_ZT16 vs. Ctrl\_ZT04 (the time effect for ckOt)

Fold changes and p-values were obtained for all features. P-values were adjusted for multiple testing by the Benjamini-Hochberg method. Prior to p-value adjustment, rows were filtered using custom-defined criteria to exclude lowly expressed features. The filtering was performed separately for each contrast, so the total number of features with adjusted p-values differed between contrasts. Only these were considered to have a valid result and were counted in the reporting of numbers and percentages of differentially expressed lncRNAs or mRNAs. The filtering criteria for this step were defined as follows: In the SN dataset, which had two replicates per experimental condition, features were included if at least one of the two groups being compared had  $\geq 5$  pseudo-bulk read counts in both replicates. In the DS dataset, which had four replicates per experimental condition, features were included if at least one of the two groups being compared had  $\geq 5$  read counts in  $\geq 3$  replicates. Volcano plots were generated using GraphPad Prism v10.

In the Circ dataset, differential expression was calculated between ckOt and Ctrl using the R Bioconductor package *limma* (v3.56.2). Prior to statistical analyses, TMM normalization was applied, and batch effects were corrected using the RUVs method, implemented in the R Bioconductor package *RUVSeq* (v1.34.0), as described in (1). The data comprised samples from six ZT for each of the two genotypes, with five replicates per experimental group, for a total of 60 samples. Lowly expressed features were filtered out prior to differential expression analysis by the following criterion: At least one experimental group had to have  $\geq 5$  read counts in  $\geq 3$  replicates for inclusion. A moderated t-test from *limma* (based on a linear model) was performed to compare expression levels averaged over all time points between the two genotypes. To obtain the genotype effect independent of the circadian time effect, we factored out the circadian time effect by including a categorical control variable for the circadian time points in the linear model. P-values were adjusted for multiple testing by the Benjamini-Hochberg method.

## REFERENCES

1. Bignon Y et al. Multiomics reveals multilevel control of renal and systemic metabolism by the renal tubular circadian clock. *J Clin Invest.* 2023;133(8):e167133. doi:10.1172/JCI167133
2. Balzer MS et al. How Many Cell Types Are in the Kidney and What Do They Do? *Annu Rev Physiol.* 2022;84:507-531. doi:10.1146/annurev-physiol-052521-121841

3. Gini, C. Variabilita e mutabilita: Contributo allo studio delle distribuzioni e relazioni statistiche. Tipogr. di P. Cuppini. 1912
4. George Deltas. The Small-Sample Bias of the Gini Coefficient: Results and Implications for Empirical Research. *Rev. Econ. Stat.* 2003; 85(1): 226-234. doi:10.1162/rest.2003.85.1.226

## **SUPPLEMENTAL FIGURES**

Figure S1: Diversity and specificity of lncRNAs in renal cells.

Figure S2: Cell types in UMAPs of lncRNAs and mRNAs, split by ZT.

Figure S3: Effects of circadian time and the circadian clock on renal lncRNA and mRNA expression in deeply sequenced bulk RNA-seq data.

Figure S4: Acrophase distribution of renal lncRNAs and mRNAs per dryR rhythmicity model.

Figure S5: Renal marker genes delineating cell types of the non-immune compartment.

Figure S6: Renal marker genes delineating cell-type groups of the immune compartment.

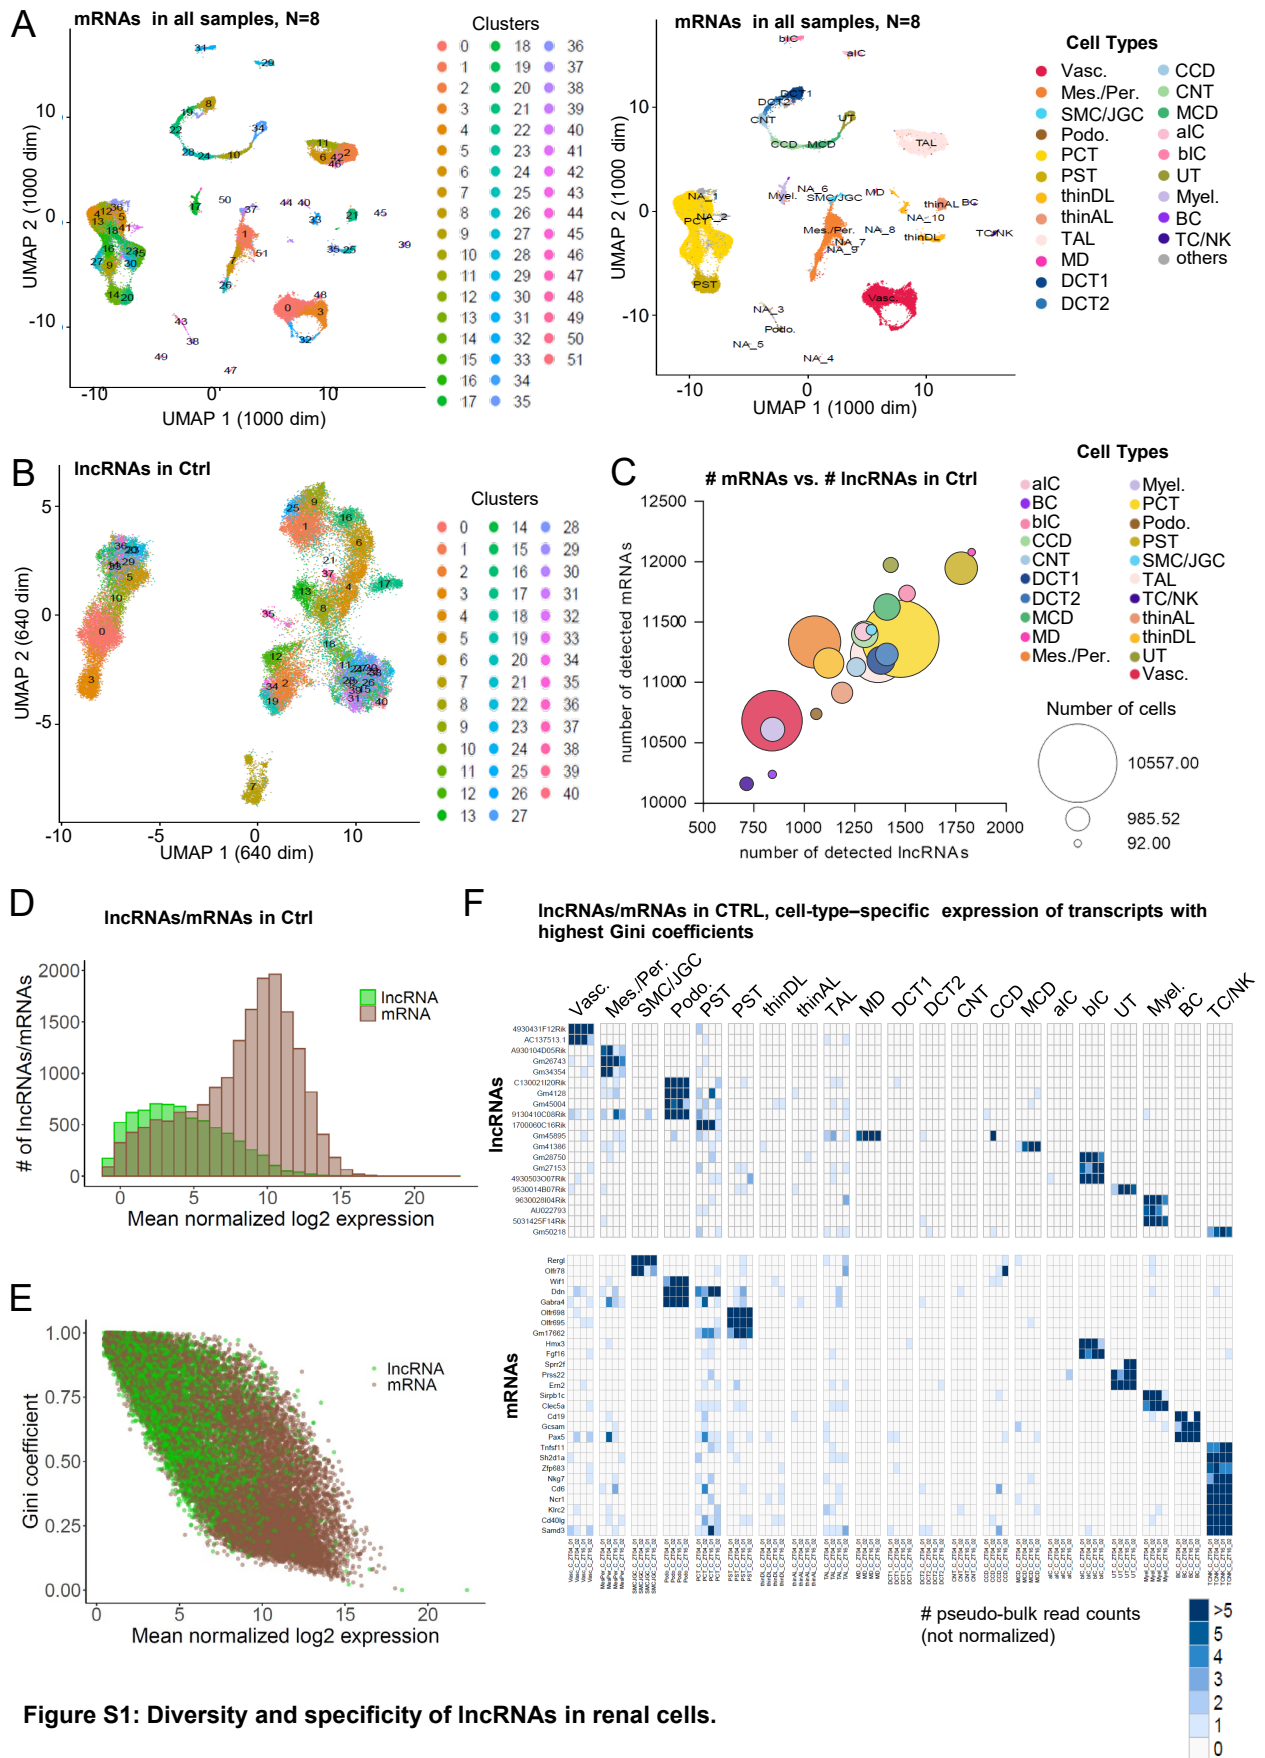

Figure S1: Diversity and specificity of lncRNAs in renal cells.

**Figure S1: Diversity and specificity of lncRNAs in renal cells.** **A.** UMAP generated from renal mRNAs in Ctrl and cKOt mice, ZT4 and ZT16 pooled ( $N=8$ ). Nuclei are colored by cluster labels from unsupervised clustering analysis performed exclusively on mRNAs (left) or by their manually attributed cell type/category based on this clustering (right). **B.** UMAP generated from renal lncRNAs, using Ctrl mice only, ZT4 and ZT16 pooled ( $N=4$ ). Nuclei are colored by the same cell type labels as in panel A (right), obtained from analysis of mRNAs. **C.** Number of mRNAs (y-axis) vs. lncRNAs (x-axis) in Ctrl mice for each renal cell type (colored dots). Dot size is proportional to the number of nuclei attributed to the cell type. **D.** Superposed histograms of expression levels of lncRNAs (green) and mRNAs (brown) in Ctrl mice. Transcripts are grouped into bins based on their mean expression across samples. Data processing: Pseudo-bulk from SN data, normalized with Deseq2 and transformed with regularized log2 (rlog). No filtering for low expression was applied. **E.** Relation between Gini coefficient and expression level of mRNAs (blue dots) and lncRNAs (red dots) in Ctrl mice. Data processing: Pseudo-bulk from SN data, normalized with Deseq2 and transformed with regularized log2 (rlog). Filtering for low expression: at least 1 count in one of 21 cell types. **F.** Heatmaps showing expression per cell type for the most cell-type-specific lncRNAs (top) and mRNAs (bottom), having a Gini coefficient  $\geq 0.95$ . All are lowly expressed, with read counts per cell type in the single digits. Data processing: pseudo-bulk from SN data, read counts without normalization. Filtering for low expression: At least 5 counts in two replicates in at least one time point in control mice. See Figure 1A for cell type abbreviations.

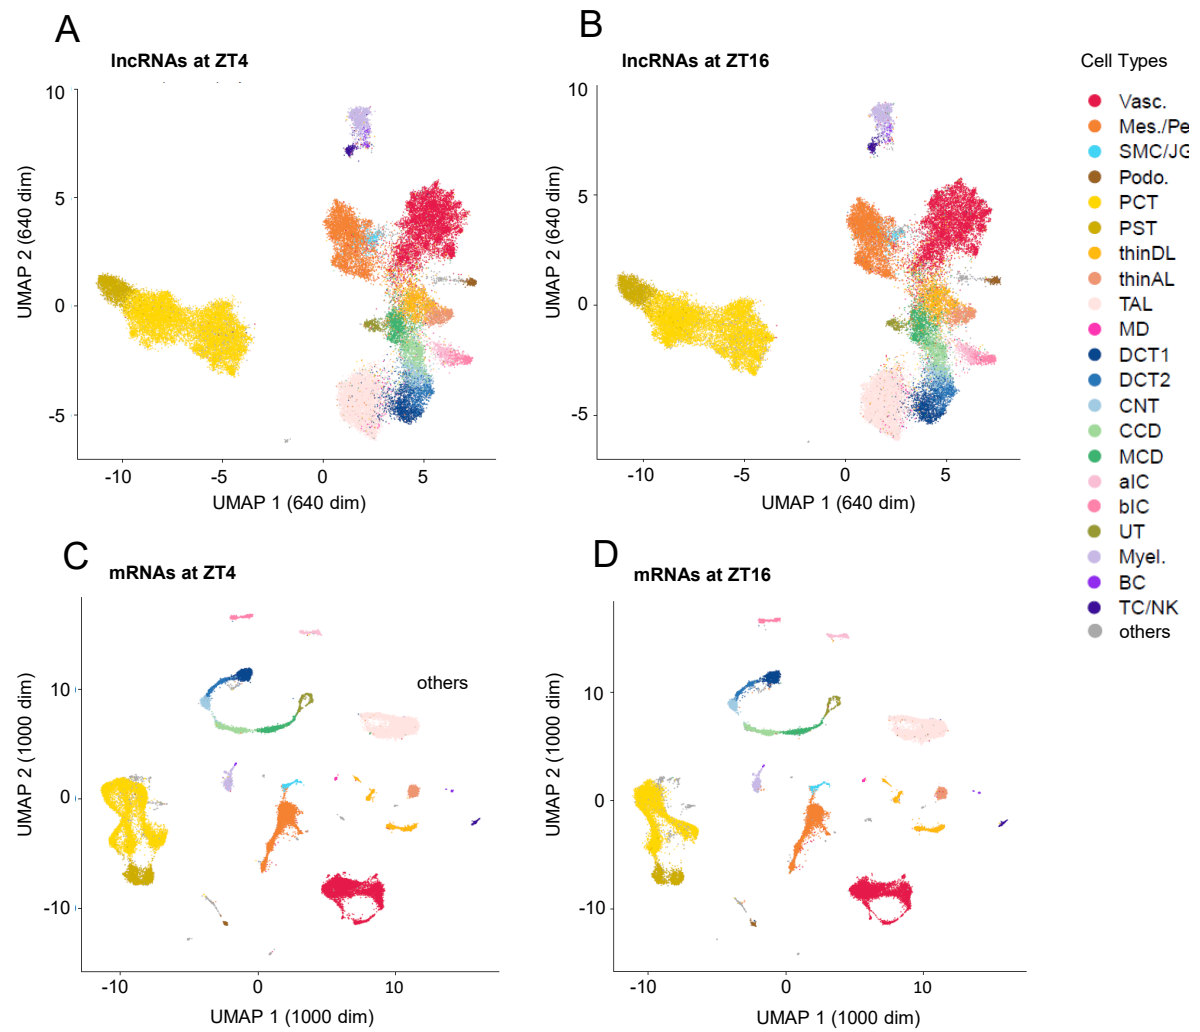

**Figure S2: Cell types in UMAPs of lncRNAs and mRNAs, split by ZT**

**Figure S2: Cell types in UMAPs of lncRNAs and mRNAs, split by ZT. A–B.** UMAP generated from renal lncRNAs in Ctrl and cKOt mice ( $N=8$ ), then split by time point. Nuclei are colored by manually attributed cell type/category based on clustering analysis performed exclusively on mRNAs. Apart from coloring, UMAPs are the same as in Figures 3B and 3H. **C–D.** UMAP generated from renal mRNAs in Ctrl and cKOt mice ( $N=8$ ), then split by time point. Nuclei are colored by manually attributed cell type/category based on clustering analysis performed exclusively on mRNAs. Apart from coloring, UMAPs are the same as in Figures 3E and 3K.

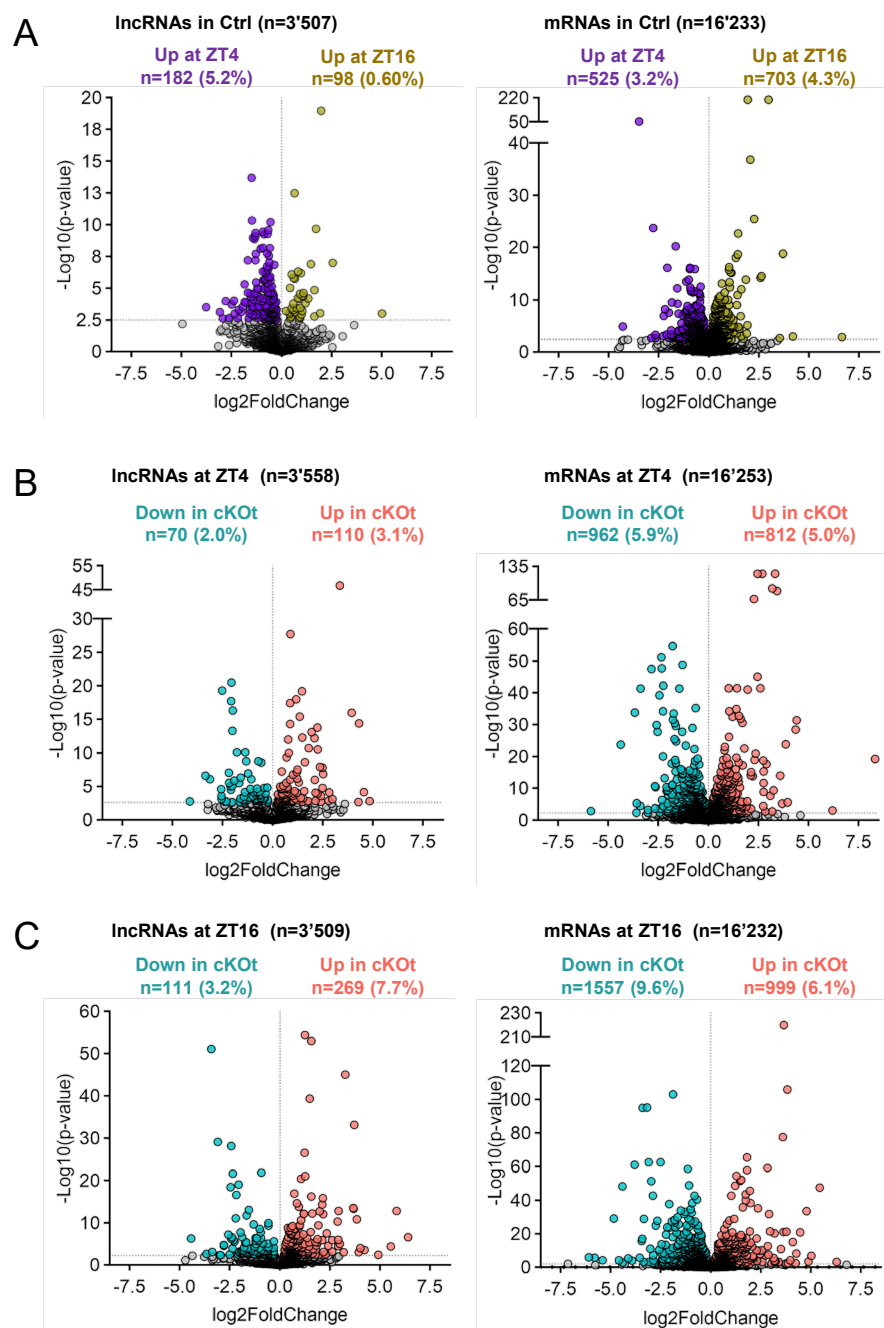

**Figure S3: Effects of circadian time and the circadian clock on renal lncRNA and mRNA expression in deeply sequenced bulk RNA-seq data.**

**Figure S3: Effects of circadian time and the circadian clock on renal lncRNA and mRNA expression in deeply sequenced bulk RNA-seq data.** **A.** Volcano plots of differential expression between ZT4 and ZT16 in Ctrl mice based on pseudo-bulk analysis of the single-nucleus (SN) dataset. Significant fold changes (adjusted  $p < 0.05$ , threshold shown as dotted line) are highlighted in purple (more abundant at ZT4) or yellow (more abundant at ZT16). Numbers and percentages of differentially expressed lncRNAs are indicated at the top of the plot. **B–C.** Volcano plots of differential expression between cKOt and Ctrl at ZT4 or ZT16, based on pseudo-bulk analysis of the single-nucleus (SN) dataset. Left: lncRNAs. Right: mRNAs. Significant fold changes (adjusted  $p < 0.05$ , threshold shown as dotted line) are highlighted in blue (less abundant in cKOt) or red (more abundant in cKOt). Numbers and percentages of differentially expressed lncRNAs are indicated at the top of the plot.

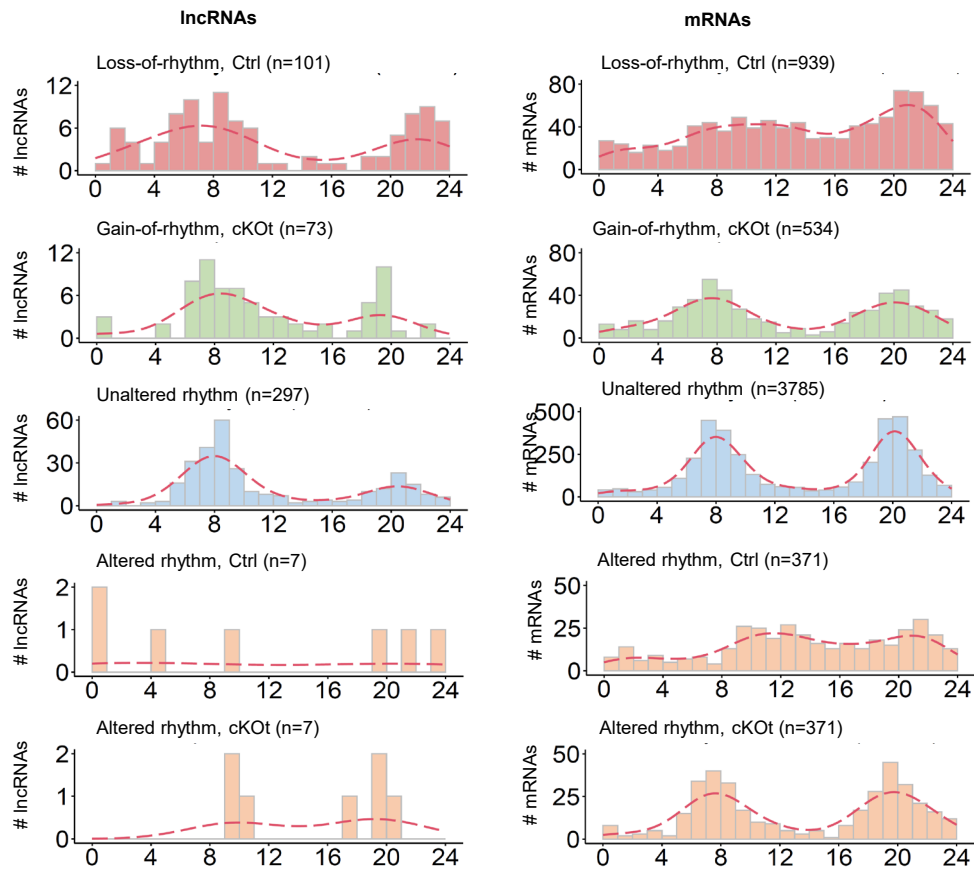

**Figure S4: Acrophase distribution of renal lncRNAs and mRNAs per dryR rhythmicity model.**

**Figure S4: Acrophase distribution of renal lncRNAs and mRNAs per dryR rhythmicity model.** Histogram showing the acrophase distribution of renal lncRNAs (left) or mRNAs (right) assigned to each of the dryR rhythmicity models 2, 3, 4, and 5. Red dashed lines: kernel density estimates.

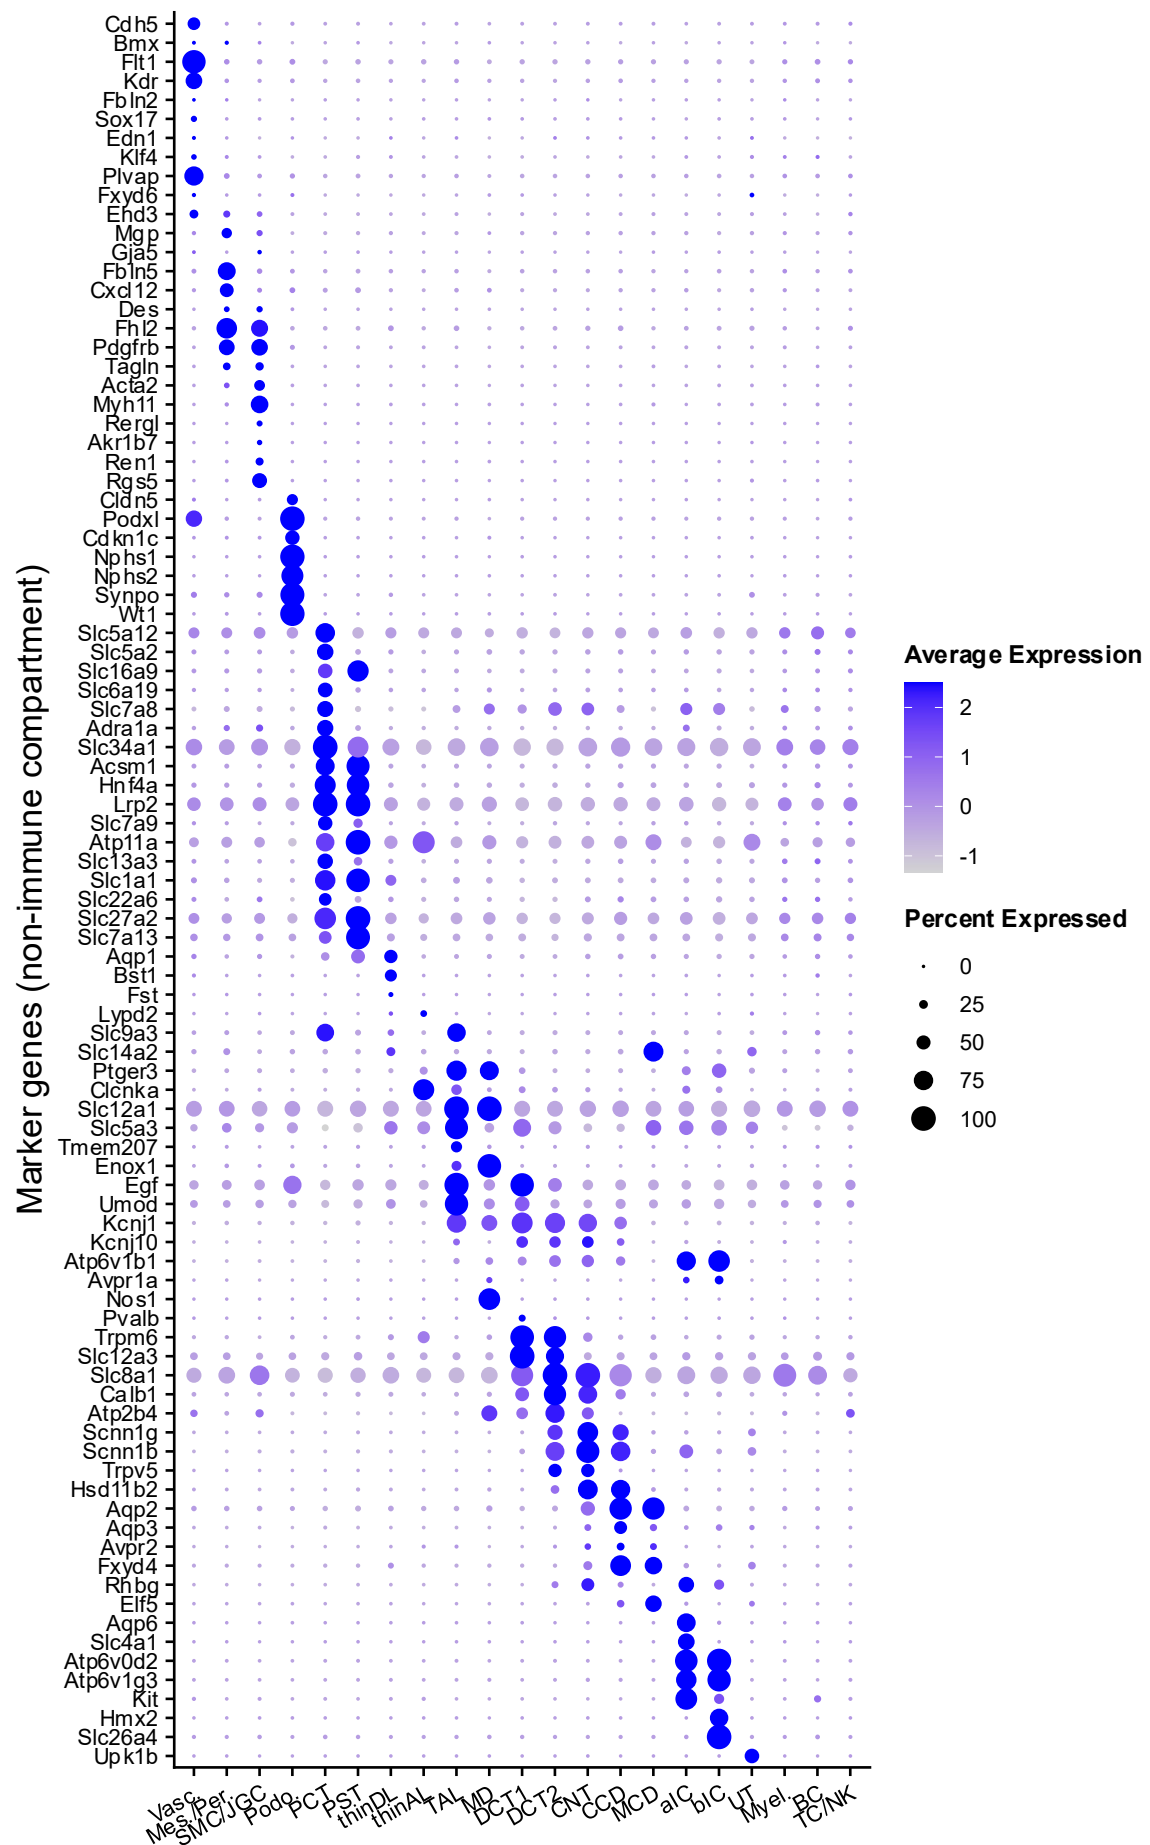

**Figure S5: Renal marker genes delineating cell types of the non-immune compartment.**

**Figure S5: Renal marker genes delineating cell types of the non-immune compartment.**

Expression levels of marker genes by cell type, computed after manual assignment of cell clusters to cell types. Average expression (dot color): mean log-normalized expression per cell, with Seurat's default scaling. Percent expressed (dot size): Fraction of cells with non-zero expression. Plot generated using the Seurat R package with default parameters.

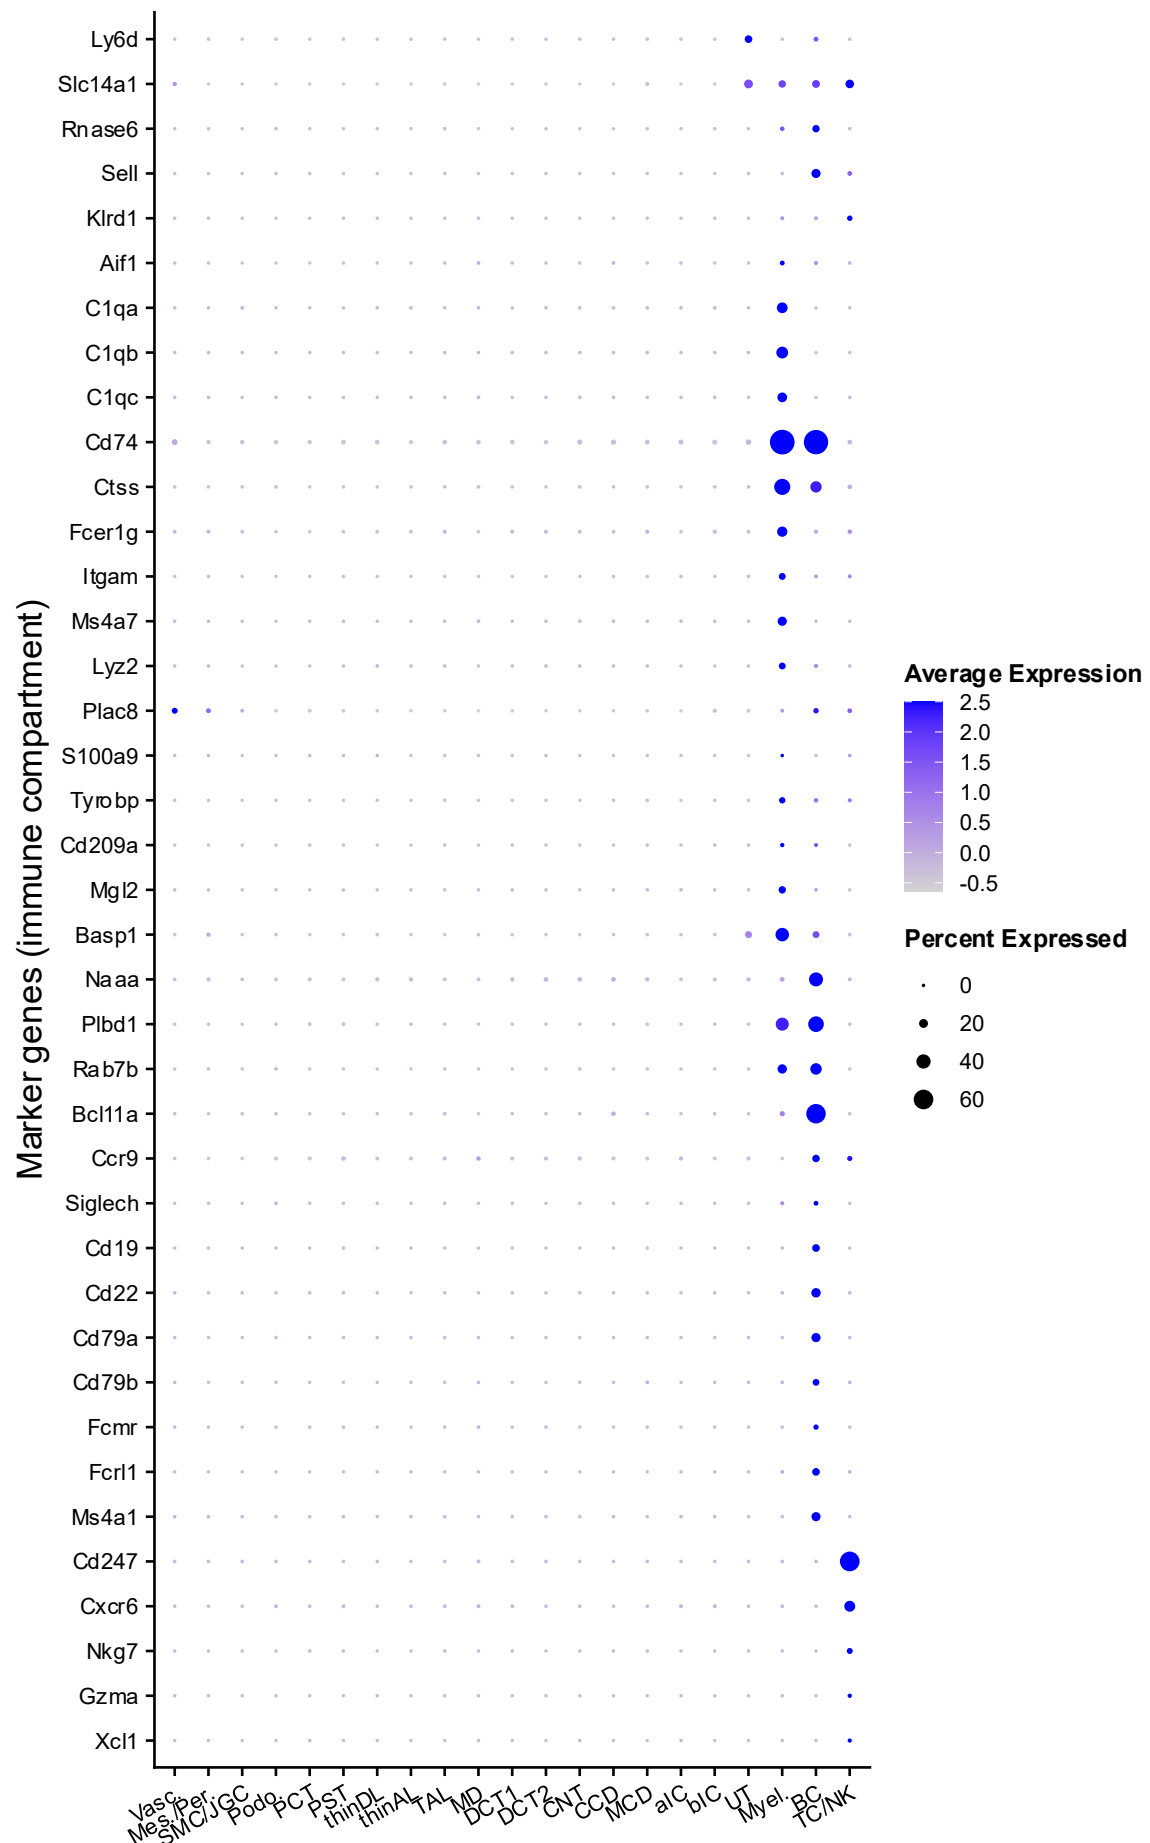

**Figure S6: Renal marker genes delineating cell-type groups of the immune compartment.**

**Figure S6: Renal marker genes delineating cell type groups of the immune compartment.**

Expression levels of marker genes by cell-type group of the immune compartment, computed after manual assignment of cell clusters to cell types. Average expression (dot color): mean log-normalized expression per cell, with Seurat's default scaling. Percent expressed (dot size): Fraction of cells with non-zero expression. Plot generated using the Seurat R package with default parameters.

How the deposited data were processed for this re-analysis (not part of the article)

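Kidneys of 8 male mice were measured by single-nucleus RNA-seq, 2 for each combination of genotype (Ctrl, cKOt) and time point (ZT4, ZT16). The authors aligned reads with Cell Ranger and deposited UMI counts per gene and called barcode, without normalization. The methods name an mm10 reference, while the annotation used here for biotypes and overlaps is GENCODE on GRCm39, joined by Ensembl identifier. No coordinates of one build were used with the other. Whether reads on introns or on either strand were counted is not given in the sources used here. The bulk datasets of the paper were not analysed here. Of Tables S3 and S5, which were held in part, 1999 mRNAs and 1999 lncRNAs of the genotype contrast at ZT4 and 344 mRNAs and 463 lncRNAs of that at ZT16 could be read, in order of p.

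Barcodes with at least 500 genes, at least 800 UMIs and at most 2% mitochondrial UMIs were kept. Doublets were scored with Scrublet in scanpy 1.11.5 with an expected rate of 8% and kept. Seurat 5.3.0 was used for clustering on mRNAs (2000 variable features, 1000 principal components, 20 neighbours, resolution 2.2) and on lncRNAs (640 principal components). Clusters were named by marker genes listed before the data were seen. The marker rule was set after the clusters had been seen: a mean z of at least 0.9, at least 3 markers 2-fold above the other nuclei and found in 10% of the nuclei, at least 20 nuclei, and fewer than 50% doublets. A class was compared between groups when each library had at least 10 of its nuclei, and by cluster number where a cluster had more markers of another class than of its own among its 10 leading genes.

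Counts were summed per library, and per class and library. Groups were compared with edgeR 4.0.16 (TMM, quasi-likelihood) in 1 model of the 4 groups, for genes with at least 5 counts in both replicates of at least 1 group, with Benjamini-Hochberg adjustment within contrast and biotype and a limit of 0.05. DESeq2 1.42.0 was the other tool. Between 36548873 and 54500820 UMIs per library give most mRNAs and fewer lncRNAs enough counts to test: 4704 lncRNAs and 16165 mRNAs in the contrast of time points in Ctrl. The pipeline was tested on simulated data in which known genes changed 2-fold to 8-fold. For sums over all nuclei, edgeR called 63.8% of the changed lncRNAs, with 6.25% of its calls on unchanged genes, and 83.2% of the changed mRNAs, with 9.89% on unchanged genes. DESeq2 called 58.0% of the changed lncRNAs, with 3.54% on unchanged genes, and 84.8% of the changed mRNAs, with 17.7% on unchanged genes. On simulated data edgeR called 182 mRNAs and DESeq2 203, whereas between time points in Ctrl they called 23 and 234. For lncRNAs the numbers were 128 and 113 on simulated data, and 27 and 53 in Ctrl. The simulated data lack this gap between the tools, so their rates need not hold for the measured libraries.

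Gini coefficients were computed with the factor n/(n - 1) over 21 classes from shares of positive nuclei. Clock genes were the 16 genes of the paper, tested for enrichment among the 25 smallest p by Fisher's exact test. The counts of clock genes are over all of these, while the values of 1 of them are not reported here. The list of adipocyte genes held 10 genes, and its result is given under the observations. Genes are named by a rule fixed beforehand, when parts of Tables S3 and S5 had been seen: the clock genes, in each contrast, biotype and direction the 3 called genes with the smallest p and groups that do not overlap, Gas5, Neat1 and Hk1os, the 10 lncRNAs with a Gini coefficient of at least 0.95 and the most counts, and marker genes. The comparisons, filters, tests and alternatives were chosen before the data were examined, apart from those said to be added or chosen later. Alternatives were other normalizations, filters, tools and clusterings, a replicate block, equal numbers of nuclei, and each library left out in turn. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and statsmodels 0.14.6, and R 4.3.3 with Matrix 1.6.5 and limma 3.58.1.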

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

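The tests on brown fat, on medullary tissue, on linked genes and on a wrong time label were chosen after the results were seen, and the others before.

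The share of thinAL nuclei in cKOt ZT16 replicate 1 was 0.754%, far from the other 3 cKOt libraries. All of these nuclei are in cluster 20, which had more markers of another class among its leading genes, so the name is uncertain. The share of bIC nuclei in Ctrl ZT4 replicate 1 was 1.33%, far from the other 3 Ctrl libraries. Of 56 groups of 4 libraries tested, 2 held such a library, and chance gives 2.8. In the same cKOt library MCD made up 0.971% of nuclei, which would follow from a piece of tissue with less medulla if both names hold. This might also be a loss of these nuclei during isolation, and the test cannot tell these apart. No biological explanation was tested.

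The change with time differed between genotypes for Npas2 (interaction on the log2 scale -2.09, adjusted p 0.0436 by edgeR with Benjamini-Hochberg adjustment), Cry1 (-2.45) and Rhobtb1 (-1.94). In cKOt alone the changes were 0.01, 0.27 and 0.07. With the replicate block none of these genes was called for the interaction. None was called in every fit without 1 library: Npas2 and Rhobtb1 were lost in 8 of 8 and Cry1 in 7 of 8. The biological explanation the design gives is the loss of Bmal1. The values argue against a wrong time label of the cKOt ZT4 libraries: in Vasc, the 8 clock genes called between time points in Ctrl changed in the same direction in cKOt, by a median log2 of 1.23 (1.91 in Ctrl), and 4 of them were called. Nr1d1 had 33.9 and 43.6 CPM there (of the mRNA UMIs of the class, without TMM factors) in the cKOt ZT4 libraries, against 1.95 and 3.95 CPM in the Ctrl ZT16 libraries. Over all nuclei Arntl and Npas2 had at least 201 and 419 CPM in each cKOt library and at most 159 and 125 CPM in each Ctrl library. The test for a mislabelled sample by Arntl alone cannot tell: at ZT4 it differed between genotypes by a log2 of 0.85 in Vasc and 4.33 in PCT, and between time points in Ctrl by 1.17 and 3.91. No test was made for a swap of all genotype labels, but clock genes argue against it in tubules, where the deletion is made. In PCT, TAL and DCT1, 7, 10 and 6 were called between time points in Ctrl, with a median log2 change of 3.88, 2.645 and 2.20. In cKOt the same genes changed in that direction by a median of 0.22, 0.42 and 0.14. This median was smaller in cKOt in every tubular class or cluster with such genes, though MD (4.665 and 2.54) and bIC (2.04 and 1.095) kept more of it. These 2 rest on few genes: 2 in MD and 3 in bIC were called in Ctrl. Of these, 2 and 1 changed in that direction in cKOt and 0 were called there, so the cKOt median of bIC does not describe all 3.

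Between time points in cKOt, a contrast whose results the paper's text does not discuss, 23 lncRNAs were called (edgeR), and 15 without the adipocyte-like cluster. This cluster had 20 and 35 nuclei in the cKOt ZT4 libraries, and at most 3 in any other library. Its genes include Ucp1, Cidea and Plin1, and the adipocyte genes had a median log2 fold change of -3.81 between ZT16 and ZT4 in cKOt, consistent with nuclei of brown fat in the cKOt ZT4 libraries. The contrast of genotypes at ZT4 uses the same libraries: there the adipocyte genes had a median of 2.90, and without the cluster 31 in place of 36 lncRNAs were called. A difference in dissection is the technical explanation, and no biological one was tested.

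Vmn1r32, which the paper does not discuss, was at least 279-fold higher in cKOt than in Ctrl at ZT4. Genes of this family are similar in sequence, and reads shared between paralogs were not tested. Of the genes called at both time points in the same direction, 16.7% had another within 1 Mb, which cannot tell a linked stretch of another origin from an effect of the deletion.

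In cKOt, 4 clock genes were called between time points in Vasc and 5 in Mes/Per by edgeR with Benjamini-Hochberg adjustment over all mRNAs tested in the class, and 0 in PCT. Podo had 2 and SMC/JGC 1, and of the tubular classes and clusters TAL had 2 (Nr1d1 and Nr1d2) and cluster 22 had 1 (Rora). The Cre transgene is expressed in tubules, which is the biological explanation the design gives, and the calls in TAL and cluster 22 go the other way. Whether classes differ was not tested. By mean distance of the clock genes in Vasc on the log2 scale, both cKOt ZT16 libraries (0.402 and 0.372) were nearer Ctrl ZT16 and cKOt ZT4 replicate 2 nearer Ctrl ZT4 (0.605 against 1.09), while cKOt ZT4 replicate 1 was about as far from Ctrl ZT4 (0.896) as from Ctrl ZT16 (0.879).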

How the results depend on the processing

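The alternatives said to be added were chosen after seeing the data, and all others before. Of the 54 named genes, all kept direction and call under DESeq2, and 53 under the replicate block. Of 357 values of comparisons under alternatives not added, 217 stayed within the limits set for a change, 135 moved, 4 reversed and 1 passed the threshold anew. Of 1986 values for single genes, directions and classes, 1447 stayed, 85 lost their call, 441 moved and 13 reversed. Of the added values, 29 of 32 and 235 of 251 stayed.

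DESeq2 called 53 lncRNAs (27 by edgeR) between time points in Ctrl, 36 (23) in cKOt, and 1 (0) for the interaction. It called 234 mRNAs (23) in Ctrl, 167 (0) in cKOt, 344 (72) between genotypes at ZT4, 171 (28) at ZT16, and 48 (3) for the interaction. At an unadjusted p under 0.05, edgeR had 1337 mRNAs for time in cKOt and 206 lncRNAs for the interaction. With no filter on low counts, 92, 64, 60, 42 and 3 lncRNAs were called (Ctrl time, cKOt time, ZT4, ZT16, interaction), and 6 mRNAs for cKOt time. With only the 2 groups compared, 100, 13, 20 and 33 lncRNAs were called and 18 mRNAs at ZT4, and the share of genes higher at ZT4 differed between biotypes by 28.2 points (10.8). With equal class composition, 38, 51, 3 and 6 mRNAs were called (Ctrl time, ZT16, cKOt time, interaction). The cause was not tested.

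Labels give the replicates of all groups the same numbers. With the replicate block, 15 mRNAs were called for Ctrl time, 2 for cKOt time and 0 for the interaction, and it changed no other call count by more than 1.5 times. Deviations of libraries with the same number correlated by 0.21 to 0.29 between genotypes at the same time point, by 0.12 to 0.13 between time points in cKOt, and by -0.19 to -0.033 between the other groups. The numbers thus do not pair mice over all groups, and something shared within a time point stays open. The crossed replicate block, added, called 67 lncRNAs and 52 mRNAs for Ctrl time. Without the adipocyte-like cluster, added, 15 lncRNAs were called for cKOt time.

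With each library left out in turn, where the lone replicate is assumed to vary like the other groups, lncRNA calls lay between 0 and 61 (Ctrl time), 9 and 40 (ZT4), 0 and 31 (ZT16), 2 and 29 (cKOt time) and 0 and 1 (interaction). mRNA calls lay between 8 and 25, 23 and 70, 8 and 30, 0 and 4, and 0 and 2. Class sums lay between 24 and 197, 30 and 94, 19 and 118, and 39 and 165 for lncRNAs, and between 252 and 912, 225 and 603, 114 and 484, and 45 and 354 for mRNAs. The Gini difference lay between 0.247 and 0.252, its correlation with level between -0.817 and -0.810 (lncRNAs) and -0.826 and -0.822 (mRNAs), and the neighbours of the same class between 53.4% and 55.1%. lncRNAs per class lay between 1612 and 1803 (highest) and 613 and 755 (lowest), mRNAs between 12052 and 12225 and 8470 and 9340, and clock genes in the top 25 between 7 and 8.

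With equal numbers of nuclei, class sums gave 36, 60, 27 and 25 lncRNA calls (Ctrl time, cKOt time, ZT16, ZT4) and 267, 101, 180 and 271 mRNA calls, with fewer nuclei in each sum. DESeq2 gave 64 lncRNA calls for cKOt time and 515 mRNA calls at ZT16. The Gini difference (0.241) was 0.197 with at least 20 positive nuclei, -0.0053 in matched pairs and -0.0145 for the excess over chance. The correlation with level was 0.5003 (lncRNAs) and 0.0756 (mRNAs) for the excess, and -0.617 and -0.697 with at least 20 positive nuclei. The highest number of lncRNAs per class was 734 at 5% of nuclei and 654.2 with equal nuclei. The lowest was 224 with 3 positive nuclei, 170 at 5% and 493.25 with equal nuclei, and for mRNAs 5603 with 3 positive nuclei and 5603 at 5%. Neighbours of the same class were 61.3% of 10, 48.6% of 50, 87.5% in 50 principal components, 97.4% with mRNAs and 76.4% with thinned mRNAs.

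Only genes that were not called changed sign: Gas5, cKOt vs Ctrl at ZT4 (0.09), was -0.0717 with TMM over all genes and -0.24 with library sizes (added), and with equal class composition Hk1os, cKOt vs Ctrl at ZT4, was 0.0793 and Hk1os, cKOt vs Ctrl at ZT16, was 0.0792. Without 1 library, Gas5 lay between -0.19 and 0.30 (ZT4), -0.26 and 0.19 (ZT16) and -0.0202 and 0.50 (cKOt time), Neat1 between -0.28 and 0.33 (ZT16) and -0.49 and 0.35 (cKOt time), and Hk1os between -0.38 and 0.26 (Ctrl time) and -0.56 and 0.0737 (ZT16). At the depth of these libraries the median lncRNA was found in 47 Ctrl nuclei and the median mRNA in 1682.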

Differences from the paper's values

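Library sizes alone, the crossed replicate block, intermediate proximal clusters as their own class and the count of specific genes in both replicates of a time point were added after seeing the values, and all other alternatives were chosen before the data were examined. A number or percentage of called genes is said to fall within the paper's value when the larger is at most 1.5 times the smaller. Such values are near the paper's and need not equal them. This limit was not used for correlations.

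The paper gives a lowest Gini coefficient in stratum 5 of mRNAs of 0.10, here 0.0445, with no alternatives. Its correlations of Gini coefficient and level are -0.78 for lncRNAs and -0.80 for mRNAs, here -0.797 and -0.814, and none of 6 alternatives falls within the paper's value. The paper counts 20 lncRNAs and 27 mRNAs with a coefficient of at least 0.95 and 5 counts in both replicates of a time point, here 154 and 242 (190 and 280 with 5 counts in any 2 Ctrl libraries). Table S1 gives 3190 thinDL and 182 BC nuclei, here 1725 and 88.

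Between time points in Ctrl, the paper calls 86 lncRNAs (1.77%), 64 higher at ZT4 and 22 higher at ZT16, here 27 (0.574%), 17 and 10. Of 17 alternatives, no filter on low counts, only the 2 groups compared and the fit without cKOt ZT4 replicate 1 fall within the paper's values, and for those higher at ZT16 also DESeq2 and the fit without cKOt ZT4 replicate 2. The crossed replicate block, chosen after seeing the values, also comes within them with 67 calls, 47 and 20, and how many of the paper's own calls it drops could not be counted, since the part of Table S5 read does not hold this contrast. For mRNAs the paper calls 112 higher at ZT4 and 105 higher at ZT16 (1.31%), here 12 and 11 (0.142%), and of 17 alternatives only DESeq2, the paper's tool, falls within them.

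At ZT4 the paper calls 63 lncRNAs (1.31%) between genotypes, here 36 (0.769%). DESeq2 falls within both values, no filter on low counts within the count and at least 10 counts within the percentage, and the other alternatives of 17 do not. Library sizes alone, chosen after seeing the values, also come within both with 47 calls and drop 23 of the 63 lncRNAs that the paper calls. Of these 63, 35 are called here and 44 by DESeq2. For mRNAs the paper calls 319 (1.95%), here 72 (0.446%), and only DESeq2 falls within. Of the 319, 307 are called by DESeq2.

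At ZT16 the paper calls 40 lncRNAs (0.84%), here 18 (0.389%). No filter on low counts, only the 2 groups compared and the fit without cKOt ZT4 replicate 1 fall within, and DESeq2 within the percentage. All 18 are among the 40, of which DESeq2 calls 26. The paper calls 159 mRNAs (1.00%), here 28 (0.174%), and only DESeq2 falls within, with 157 of the 159.

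By class in Ctrl (14 alternatives each), Table S6 gives 74 lncRNAs for PCT, here 29 (within: without cKOt ZT4 replicate 1 or 2), and 18 for PST, here 11 (DESeq2, replicate block, without cKOt ZT4 replicate 1 or 2). It gives 237 mRNAs for PCT, here 63, and 29 for PST, here 4 (both DESeq2), 14 for Vasc, here 74 (without Ctrl ZT16 replicate 1 or 2, equal number of nuclei), and 97 for Mes/Per, here 18 (none).

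By class at ZT4, Table S7 gives 61 lncRNAs for PCT, here 37 (within: replicate block), 14 for PST, here 7 (without Ctrl ZT16 replicate 2), and 4 for TAL, here 8 (DESeq2, without Ctrl ZT4 replicate 1 or 2, Ctrl ZT16 replicate 1 or cKOt ZT4 replicate 1). It gives 284 mRNAs for PCT, here 107 (DESeq2), 105 for PST, here 54 (DESeq2, without cKOt ZT4 replicate 2), and 36 for Mes/Per, here 7 (DESeq2). At ZT16 it gives 0 lncRNAs for Vasc, here 2 (DESeq2). It gives 482 mRNAs over all classes, here 310 (DESeq2, replicate block, without Ctrl ZT4 replicate 1, cKOt ZT4 replicate 1 or 2, 50 principal components, without doublets), 174 for PCT, here 40 (DESeq2), 146 for PST, here 65 (DESeq2, without cKOt ZT4 replicate 1 or 2), 40 for TAL, here 20 (DESeq2, without Ctrl ZT4 replicate 1, cKOt ZT4 replicate 1 or 2, without doublets), 14 for Vasc, here 8 (DESeq2, without cKOt ZT4 replicate 1 or 2, 50 principal components), and 5 for Mes/Per, here 3 (replicate block, without Ctrl ZT4 replicate 1 or 2). Intermediate proximal clusters as their own class, chosen after seeing the values, give 362 over all classes, also within, and how many of the paper's calls this drops was not counted, since Table S7 holds counts only. All other alternatives lie outside the paper's values.

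The paper has PCT with the most mRNAs between time points in Ctrl, here TAL with 159 and DCT1 with 99, while DESeq2 has PCT first with 243. The paper's text has more mRNAs lower than higher in PCT and PST of cKOt at ZT4. Here 58 are higher and 49 lower in PCT and 28 and 26 in PST, by DESeq2 154 and 150, and 55 and 51, and Table S7 also has more higher than lower in both. It places 1 more clock gene in the top 10 than the 6 found here, as does DESeq2 with 7. It finds no clear bias in direction among lncRNAs by class at ZT16, here 48 are higher and 28 lower. Of the higher calls 10 are of Gm33906 alone, and the numbers were nearer to even by DESeq2 and in PCT.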

Other observations

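The tests on adipocyte genes and on linked genes were chosen after the results were seen, and the other tests before.

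The higher mean Gini coefficient of lncRNAs went with their detection in fewer nuclei: in matched pairs -2.20% of the mean difference was left. This is a mean over all lncRNAs, and within strata 3 to 5 lncRNAs were higher (by 0.0367, 0.116 and 0.134 on average over single libraries). Levels were not matched within a stratum. The rank of MD by lncRNAs was 8 with equal nuclei and UMIs. PCT had 5 lncRNA calls with equal nuclei, tied with 3 other classes or clusters.

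The share of lncRNAs higher at ZT4 was 75.8% with normalization over all genes. This scaling moves all lncRNAs alike: their median log2 fold change went from 0.0226 to -0.0765. The value thus cannot tell whether normalization accounts for the share. With equal class composition the share was 62.5%, which cannot tell either. Of the lncRNAs called between time points in Ctrl, 7.41% overlap or lie within 5 kb of a called mRNA, against a mean of 0.241% in matched sets. These are 2 of 27, and 1 of the 2 does not overlap its mRNA. Between genotypes the share was 33.3% at ZT4 (mean of matched sets 0.904%) and 16.7% at ZT16 (0.162%). Neighbours regulated together would give the same excess as shared counts, and the test cannot tell.

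Adipocyte genes had a median log2 fold change of -3.81 between time points in cKOt (8 of 8 tested genes lower, 0 called by edgeR, 6 by DESeq2). Without the adipocyte-like cluster it was -3.33. Between genotypes at ZT4 it was 2.90 (0 of 8 lower in cKOt), and 2.50 without the cluster. Ucp1 had 65 and 411 UMIs in the cKOt ZT4 libraries and at most 3 in each other library.

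Between time points in cKOt, Gm43821 (ENSMUSG00000105219) had 59.8 ± 1.65 CPM at ZT4 and 14.8 ± 1.88 CPM at ZT16 (log2 fold change -2.01). A530053G22Rik (ENSMUSG00000046764) fell by 3.64, and 77.1% of its UMIs were in the adipocyte-like cluster. Gm47283 (ENSMUSG00000096768) rose from 91.0 ± 35.7 to 889 ± 616 CPM. Gm35552 had a log2 fold change of -4.99 and 75.8% of its UMIs in the same cluster. Gm9951 had a log2 fold change of 1.33 and Gm15592 of 1.84.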
